# Gene expression profiling in a mouse model of retinal vein occlusion induced by laser treatment reveals a predominant inflammatory and tissue damage response

**DOI:** 10.1371/journal.pone.0191338

**Published:** 2018-03-12

**Authors:** Gottfried Martin, David Conrad, Bertan Cakir, Günther Schlunck, Hansjürgen T. Agostini

## Abstract

**Purpose:**

Retinal vein occlusion (RVO) has been investigated in several laser-induced animal models using pigs, rabbits and rats. However, laser-induced RVO has been rarely reported in mice, despite the impressive number of available mutants, ease of handling and cost effectiveness. The aim of this study was to further assess the feasibility of a RVO mouse model for gene expression analysis and its possible use to investigate effects of hypoxia.

**Methods:**

C57Bl/6J mice were injected with eosin Y for photo-sensitization. Subsequently, large retinal veins were laser-treated in one eye to induce vascular occlusion. Contralateral control eyes received non-occlusive retinal laser treatment sparing large vessels. The animals were followed for up to eight days and assessed by funduscopy, angiography, hypoxyprobe staining, histopathology and gene expression analysis by qPCR and RNA sequencing (RNAseq). Another group of mice was left untreated and studied at a single time point to determine baseline characteristics.

**Results:**

Laser-induced RVO persisted in half of the treated veins for three days, and in a third of the veins for the whole observation period of 8 days. Funduscopy revealed large areas of retinal swelling in all laser-treated eyes, irrespective of vascular targeting or occlusion status. Damage of the outer retina, retinal pigment epithelium (RPE), and even choroid and sclera at the laser site was observed in histological sections. Genes associated with inflammation or cell damage were highly up-regulated in all laser-treated eyes as detected by RNAseq and qPCR. Retinal hypoxia was observed by hypoxyprobe staining in all RVO eyes for up to 5 days with a maximal extension at days 2 and 3, but no significant RVO-dependent changes in gene expression were detected for angiogenesis- or hypoxia-related genes.

**Conclusion:**

The laser-induced RVO mouse model is characterized by a predominant general inflammatory and tissue damage response, which may obscure distinct hypoxia- and angiogenesis-related effects. A non-occlusive laser treatment control is essential to allow for proper data interpretation and should be mandatory in animal studies of laser-induced RVO to dissect laser-induced tissue damage from vascular occlusion effects.

## Introduction

Retinal vein occlusion (RVO) is a common vascular eye disease that causes vision loss due to macular edema, retinal bleeding and ischemia [1,2]. Rare clinical studies examined concentrations of different proteins in vitreous samples of RVO patients [3]. Appropriate animal models to study tissue regeneration following RVO are still being developed.

Earlier reports on RVO animal models provided mixed results. Direct ligation of retinal veins is difficult and only feasible in large animals. In mice, ligation of both, central retinal artery and vein just outside the eye was reported to result in a stroke-like phenotype of whole eye malperfusion [4]. Injection of thrombin (F2a) near a retinal vein in rabbits resulted in a rather brief vascular occlusion [5], and injection of endothelin-1 (ET-1) induced occlusions lasting a few hours at best [6]. The most commonly reported method to occlude retinal veins is the intravenous injection of a photosensitizier such as rose bengal, fluorescein, erythrosin B, or neutral red and subsequent localized activation by an appropriate laser treatment. This strategy appears to work well in pigs [7–11], rabbits [12,13], and rats [14–17].

In studies with murine RVO models [18–26], vascular occlusion was observed by funduscopy as interrupted blood flow at the laser site and as edema detected by fluorescence angiography. Some days after laser treatment, non-perfused retinal areas and vascular leakage were detected. Retinal swelling was detected in OCT images and dilated and tortuous vessels in retinal flatmounts. Structures resembling vascular tufts were reported 2–3 weeks after laser treatment. Laser-induced damage was evaluated in histological sections, but reports characterizing hypoxia were missing.

The aim of our present study was to investigate distinct hypoxia-dependent gene expression changes in the murine laser-induced retinal vein occlusion model. However, employing a non-occlusive control laser treatment, our data revealed a general laser-induced upregulation of inflammatory and wounding-related genes rather than distinct alterations of hypoxia- or angiogenesis-related genes. This would have been missed using untreated control eyes for comparison as suggested in earlier reports.

## Materials and methods

### Animals

12 weeks old C57BL/6J mice were used. They were housed at 24 °C with a 12 h light / dark rhythm.

All mice except the d0 group (the d0 group was designated as untreated) were laser-treated at d0 followed by fundus imaging and angiography. In one eye, large veins were occluded while in the other eye, laser treatment was applied to the retina sparing large vessels as a control. At each of the time points d0, d1, d2, d3, d5, and d8, 18 mice were used for fundus imaging, angiography, and RNA preparation for RNAseq and qPCR, and two additional mice were used for flat mounts stained for hypoxyprobe and Col4 at each time point. Three additional mice were used at d2 for paraffin sections. Five mice were used at d2 or d3 for fundus imaging, angiography, and flatmounts stained for hypoxyprobe and lectin in a preliminary experiment.

All animal procedures adhered to the animal care guidelines of the Institute for Laboratory Animal Research (Guide for the Care and Use of Laboratory Animals) in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the local animal welfare committee (Tierschutzkommission).

### Laser treatment

During anesthesia with a mixture of 100 mg ketamine and 5 mg xylazine / kg, mice were injected i. p. with 200 mg/kg of a 100 mg/ml solution of eosin Y in 0.9% NaCl to enhance the laser effect. Eosin Y proved to be effective and has several advantages over rose bengal which was usually applied in other studies. Eosin Y has a higher solubility in water (300 g/l), a high singlet oxygen quantum yield [27], and its absorption maximum at 525 nm is much closer to the wavelength of the irradiating laser (532 nm). In addition, eosin is non-toxic and enabled angiography due to its red fluorescence. The settings of the laser (Visulas 532s, Carl Zeiss Meditec, Jena, Germany) were a power of 50 mW, a spot size of 50 μm, and a duration of 2.5 s. 3–6 laser applications were necessary to occlude a vein as detected by funduscopy. All large veins of one eye of each mouse were occluded while the other eye served as control and received the same laser application scheme (number of laser sites, intensity, and distance from the optic disc) in retinal areas between the large vessels, thus avoiding vascular occlusion.

### Imaging

Fundus images were taken with a Micron III system (Phoenix Research Labs, Pleasanton, CA, USA). Angiography was performed with rhodamine B (100 mg/ml, 200 mg/kg mouse, i.p.) that nicely fits to the TRITC filter of the Micron system, or with fluorescein and a SLO (HRA1, Heidelberg Engineering, Heidelberg, Germany).

Hypoxic retinal areas were visualized by the Hypoxyprobe Red549 Kit (Hypoxyprobe, Burlington, MA, USA). In brief, pimonidazol was dissolved at a concentration of 20 mg/ml and used intraperitoneally at 60 mg/kg. After 3 h, mice were perfused with 2% paraformaldehyde. Retinal flatmounts were prepared and stained with an antibody raised against hypoxyprobe followed by an antibody raised against Col4 (1:250, polyclonal, ab6586, Abcam, Cambridge, UK) or by staining with lectin (10 μg/ml FITC-lectin (BSI) from Griffonia simplicifolia, L9381, Sigma, Taufkirchen, Germany) in order to stain vessels.

Paraffin sections were prepared for histological examination by standard methods after formalin fixation, paraffin embedding and staining with hematoxylin and eosin (HE).

### qPCR

Following fundus imaging and rhodamine B angiography, mice were sacrificed by decapitation. Six retinas from 6 mice were combined to one sample. Three replicate retinal tissue samples were obtained at each time point in each treatment group (laser treatment of all veins or equivalent laser treatment between the large vessels). Veins of one eye of each mouse were occluded while the other eye served as control receiving the same laser application scheme in retinal areas between the large vessels. RNA was isolated from the retinas with the RNeasy kit (Qiagen, Hilden, Germany).

qPCR was performed using standard methods. cDNA was generated with Superscript III reverse transcriptase (Invitrogen, Karlsruhe, Germany) and amplified with the SYBR Premix Ex Taq kit (Takara Bio Europe, Saint-Germain-en-Laye, France). The primers used are presented in Table 1. PCR products were checked on agarose gels and by dissociation curve analysis for single bands. The raw data were analyzed in R (http://www.r-project.org) with the qpcR package [28] that starts with fitting a 6 parameter curve to the raw data. Ct values (from the second derivative) and efficiencies were derived from this curve. Significance was determined by a permutation approach in the propagate function of the qpcR package that was more robust than the Monte Carlo simulation or the error propagation of the same function. PCRs with a replication efficiency of < 1.5 were excluded from further analysis.

**Table 1:** Primer.

Symbol	Gene	Genbank no.	Primer A	Primer B	Fragment length (base pairs)
Actb	Actin beta	NM_007393.3	CACCCGCGAGCACAGCTTCTTTG	TGCACATGCCGGAGCCGTTGTC	116
Aldoa	Aldolase A, fuctose-bisphosphate	NM_001177308.1	AGGCAGTGGGAGGCAATATCT	TTCTCCTCGGTGTTCTCGGT	308
Angpt2	Angiopoietin 2	NM_007426.4	ACCTTACAGGACTCACGGGG	TCATGGTTGTGGCCTTGAGC	264
Ccl2	Chemokine (C-C motif) ligand 2	NM_011333.3	CTGTCATGCTTCTGGGCCTG	AGGCATCACAGTCCGAGTCA	459
Egr1	Early growth response 1	NM_007913.5	GCCGAGCGAACAACCCTATG	ATTGGTCATGCTCACGAGGC	226
Eno1	Enolase 1	NM_023119.2	TCTTTCCTTGCTTTGCAGCGA	CCAGAGCAGGCGCAATAGTT	274
Glut1 (Slc2a1)	Solute carrier family 2 (facilitated glucose transporter), member 1	NM_011400.3	CTGGCGGGAGACGCATAGTT	CAAAGCCAGTAGTCAGGCCG	499
Glut3 (Slc2a3)	Solute carrier family 2 (facilitated glucose transporter), member 3	NM_011401.4	AGGTCACTGAATTCCTGGGGT	TCAGCAGTCCCTCACTTGGT	412
Hif1a	Hypoxia inducible factor 1, alpha subunit	NM_010431.2	GCGAGAACGAGAAGAAAAAGATGAG	CCCTTTTCTCACTGGGCCAT	458
Hif2a (Epas1)	Endothelial PAS domain protein 1	NM_010137.3	AAGTGCACGGTCACCAACAG	AGGTTGCGGGGGTTGTAGAT	479
Igfbp3	Insulin-like growth factor binding protein 3	NM_008343.2	AGCCTAAGCACCTACCTCCC	CTTGGAATCGGTCACTCGGT	126
Il1b	Interleukin 1 beta	NM_008361.3	CTGCTGGTGTGTGACGTTCCCA	AGGGTGGGTGTGCCGTCTTTC	254
Il6	Interleukin 6	NM_031168.1	CCGGAGAGGAGACTTCACAGAGGA	TGGATGGTCTTGGTCCTTAGCCAC	483
Ldha	Lactate dehydrogenase A	NM_010699.2	TCCATTTAAGGCCCCGCCC	AGCACCAACCCCAACAACTG	222
Met	MET proto-oncogene	NM_008591.2	CTGGAGGACAAGACCACCGA	GGCCGTGTAGGACGACATTC	262
Mmp3	Matrix metallopeptidase 3	NM_010809.1	ATGGGCCTGGAACAGTCTTG	AGTCCTGAGAGATTTGCGCC	440
Mmp9	Matrix metallopeptidase 9	NM_013599.3	CTTCCCCAAAGACCTGAAAACCT	GGAAAGGCGTGTGCCAGAAG	489
Nrp2	Neuropilin 2	NM_001077403.1	ACTCCTTTGGGTCATCCGTG	ATCCTCACCTGCAAAAGCTGAT	211
Pfkl	Phosphofructokinase, liver	NM_008826.4	TTTTGGAGGTGATGGGACGG	ATAGGCTTTCCATGCCGGTC	211
Pgk1	Phosphoglycerate kinase 1	NM_008828.2	CATCTCCGGGCCTTTCGACCTCA	TCAGGCATGGGAACACCATCAGGC	257
Pkm	Pyruvat kinase, muscle	NM_001253883.1	GTCACTCCACAGACCTCATGG	TACAAGCGTTGCTGGCCTAA	466
Ppbp (Cxcl7)	Pro-platelet basic protein, Chemokine (C-X-C motif) Ligand 7	NM_023785.2	CAGCCTCACGTTGTTCCCT	TCAAACCCTCAACCCTTCCTG	457
Tgfb1	Transforming growth factor, beta 1	NM_011577.1	CCGCGTGCTAATGGTGGACCG	GCCCTGTATTCCGTCTCCTTGGTT	322
Tgfb2	Transforming growth factor, beta 2	NM_009367.3	TGGCCGAGCAGCGGATTGAACT	ACGTCGAAGGAGAGCCATTCACCC	127
Tgfb3	Transforming growth factor, beta 3	NM_009368.3	GCCAACTTCTGCTCAGGCCC	GCCTCTAGGGTGAGGTCTGTCG	305
Timp4	Timp metallopeptidase inhibitor 4	NM_080639.3	TAAAGGGTTCGAGAAGGCCAAG	CAGAGACACTCATTGGGGGC	291
Tnf	Tumor necrosis factor	NM_013693.2	ATCCGCGACGTGGAACTGGC	TCGGGGCAGCCTTGTCCCTT	431
Vegfa	Vascular endothelial growth factor A	NM_009505.4	CGGGCCTCGGTTCCAGAAGG	TCGGACGGCAGTAGCTTCGC	280
Vegfr1 (Flt1)	Fms-related tyrosine kinase 1	NM_010228.3	CAAGAGCGATGTGTGGTCCT	TGGAGTTCGGTGAAAGCTCC	473
Vim	Vimentin	NM_011701.4	GCTGCTGGAAGGCGAGGAGA	TTCTTGCTGGTACTGCACTGTTGC	238

Primer pairs used for qPCR.

### RNAseq

The same RNA samples that were used for qPCR were used for RNAseq. Library preparation and RNAseq were carried out as described in the Illumina TruSeq Stranded mRNA Sample Preparation Guide, the Illumina HiSeq 1000 System User Guide (Illumina, Inc., San Diego, CA, USA), and the KAPA Library Quantification Kit—Illumina/ABI Prism User Guide (Kapa Biosystems, Inc., Woburn, MA, USA). In brief, 300 ng of total RNA was used for purifying the poly-A containing mRNA molecules using poly-T oligo-attached magnetic beads. Following purification, the mRNA was fragmented to an average insert size of 200–400 bases using divalent cations under elevated temperature (94 °C for 4 min). The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing dTTP with dUTP in the Second Strand Marking Mix (SMM), followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. The incorporation of dUTP in second strand synthesis quenches the second strand during amplification, because the polymerase used in the assay is not incorporated past this nucleotide. The addition of Actinomycin D to First Strand Synthesis Act D mix (FSA) prevents spurious DNA-dependent synthesis, while allowing RNA-dependent synthesis, improving strand specificity. These cDNA fragments then had the addition of a single 'A' base and subsequent ligation of the adapter. The products were purified and enriched with PCR to create the final cDNA library. The libraries were quantified using the KAPA SYBR FAST ABI Prism Library Quantification Kit (Kapa Biosystems, Inc., Woburn, MA, USA). Equimolar amounts of each library were pooled, and the pools were used for cluster generation on the cBot with the Illumina TruSeq SR Cluster Kit v3. The sequencing run was performed on an HiSeq 1000 instrument using the indexed, 50 cycles single-read (SR) protocol and the TruSeq SBS v3 Reagents according to the Illumina HiSeq 1000 System User Guide. Image analysis and base calling resulted in .bcl files, which were converted into .fastq files with the CASAVA1.8.2 software. Library preparation and RNAseq were performed at the service facility “KFB—Center of Excellence for Fluorescent Bioanalytics” (Regensburg, Germany; www.kfb-regensburg.de).

Data were evaluated in R with packages from Bioconductor (http://bioconductor.org). Reads were mapped to the mouse genome (Gencode_vM11) with STAR 2.5.2b (https://github.com/alexdobin/STAR) [29]. Features were counted with the featureCount function of the Rsubread package (Subread 1.5.1 for R [30]), and differential gene expression was analyzed with DESeq2 1.14.1 [31]. DESeq2 applies a set of sophisticated statistical tools including normalisation between samples, empirical Bayes shrinkage for dispersion estimation and for fold-change estimation, and correction for multiple testing. Gene ontology analysis was done with debrowser 1.2.4.2 and GO.db 3.4.0. The data are available under the accession number GSE101398 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101398.

## Results

### Retinal vein occlusion

Retinal veins were occluded by laser treatment after systemic application of eosin Y as a photosensitizer. The occlusion was visible during slit lamp laser treatment as the vein became narrow at the laser site and blood flow subsided. Subsequent angiography revealed leaking vessels at the laser sites. Two days after laser treatment, the retinal area distal from the treatment site showed reduced perfusion and hypoxic areas as detected by hypoxyprobe staining (Fig 1). A time course analysis of vessel occlusion showed that half of the vessels stayed closed for at least three days (Fig 2). Around one third of the veins were still unperfused after eight days.

**Fig 1:**
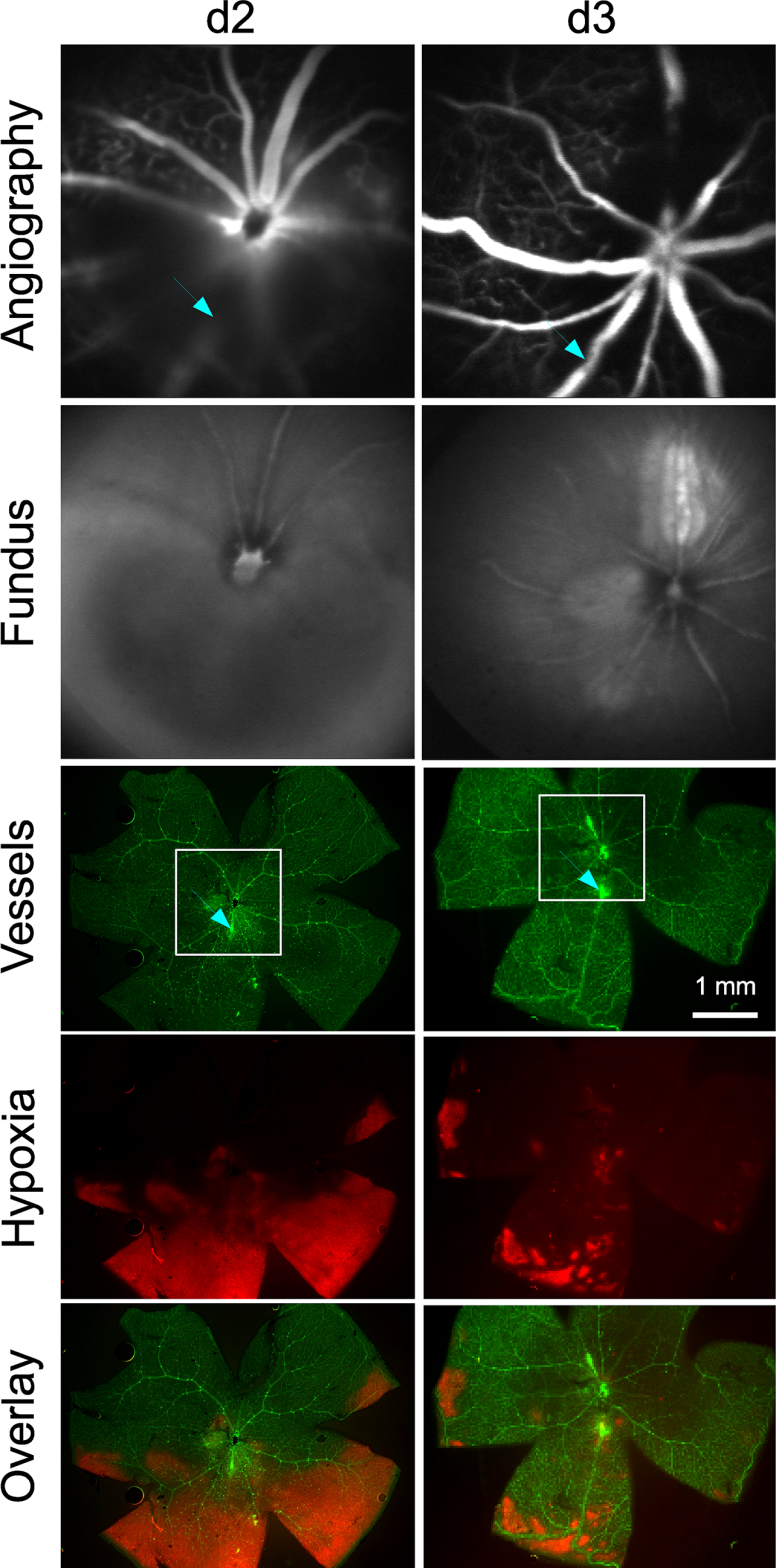
RVO and hypoxic area. In a preliminary experiment, two veins were occluded in two mice at d0. Fluorescein angiography by SLO showed the occlusion of the veins, and fundus images taken by SLO are shown for comparison. Retinal flatmounts were stained for vessels with lectin (green) and with hypoxyprobe (red) for hypoxic areas. The squares show the positions of the SLO images while the arrows show the position of laser sites. In one mouse at d2, the vein to the left was re-opened while the lower vein was still closed (arrow) and surrounded by a hypoxic area. In the other mouse at d3, the lower vein was re-opened (arrow) but showed some remnants of the hypoxic area. Typical results from a study of 5 mice are shown.

**Fig 2:**
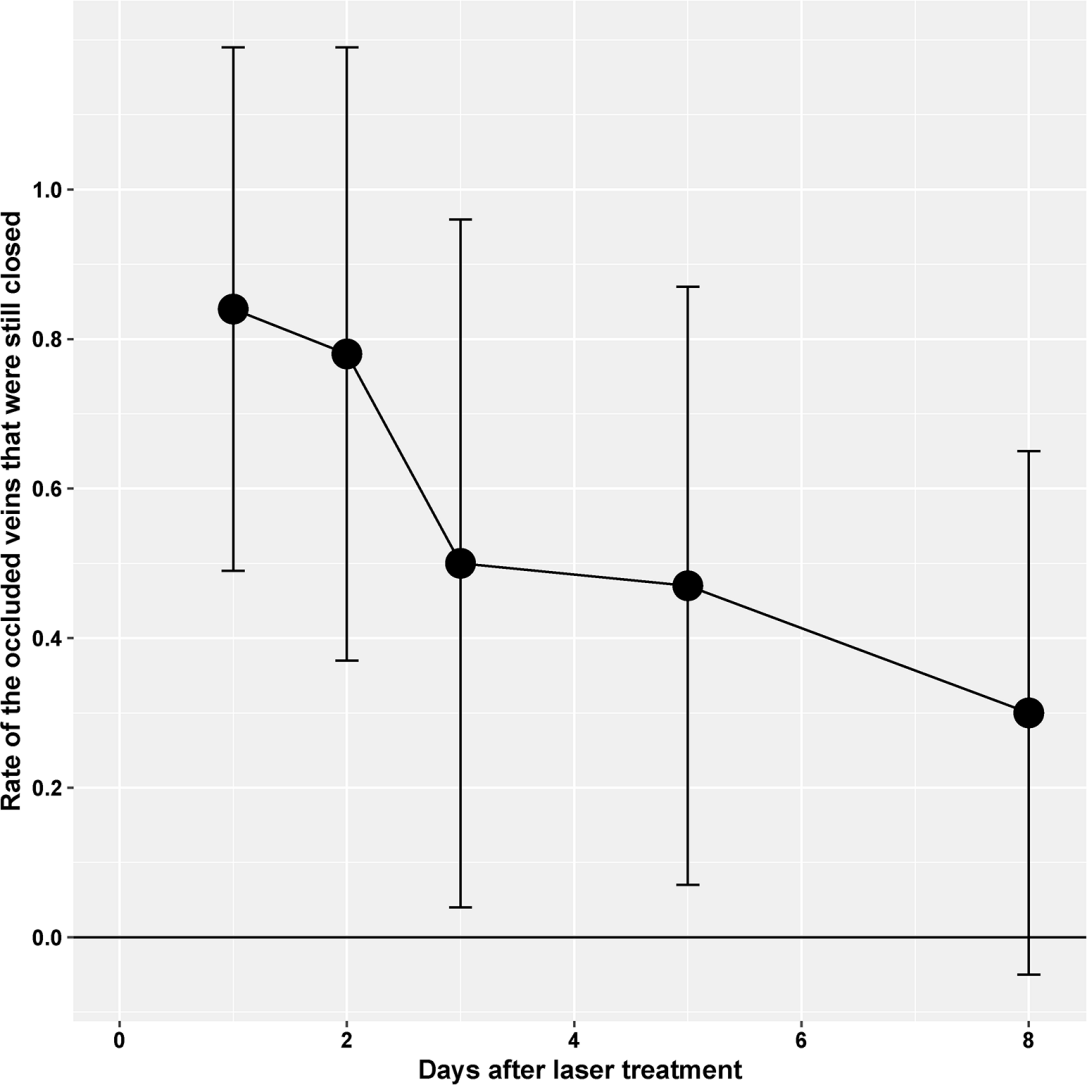
Time course of occlusion. RVO was evaluated in fundus images and by angiography. The diagram shows the mean rate of occluded veins that were still closed at the respective day. Veins were assumed to be occluded if there was a visible thrombus, an interruption in blood flow, a difference in vessel caliber (central constriction, peripheral dilation), leakage, tortuositas, or neovascularization. Half of the veins were re-opened after three days. Error bars indicate standard deviation. The values are from 15–17 retinae of the same animals used for the qPCR and RNAseq experiments.

At funduscopic examination, all laser-treated retinas showed large whitish edematous areas at the laser sites (Fig 3), irrespective of laser targeting. These areas were somewhat more extended in RVO eyes as compared to controls, but the difference was not statistically significant. (Fig 3 and Fig 4).

**Fig 3:**
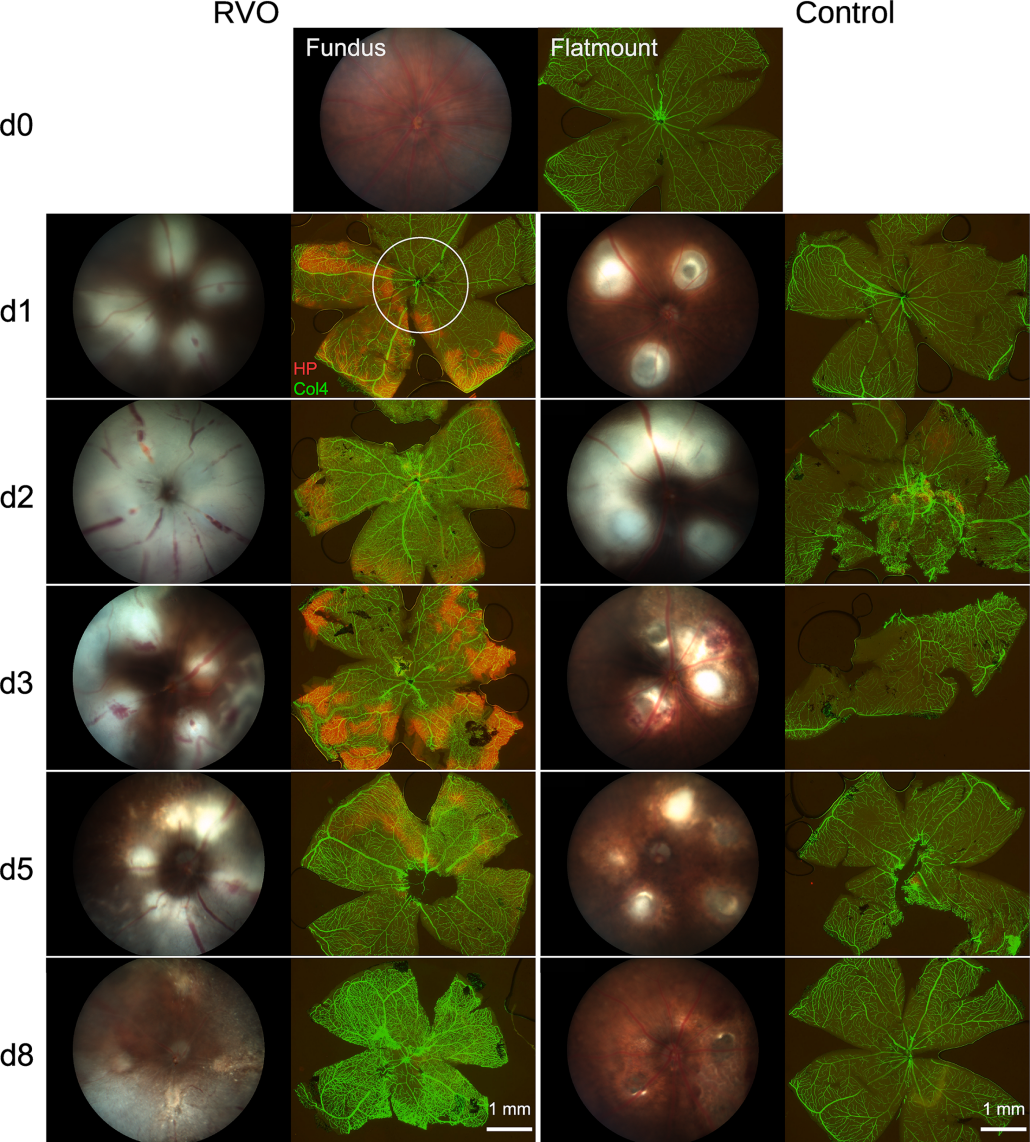
Time course of RVO and hypoxia. RVO was induced at d0 in two mice per time point. Fundus images were taken by a Micron III camera and flatmounts were prepared at the indicated days. Flatmounts were stained for vessels with an antibody raised against collagen IV (Col4, green) and with hypoxyprobe (red) for hypoxic areas. Flatmounts at d0 were not laser-treated. In one eye of each mouse, the veins were occluded (RVO) while the other eye was laser-treated between the large vessels (control). The circle indicates the area of the corresponding fundus image. Hypoxic areas were found from d1 to d3, diminished at d5 and disappeared completely at d8. No hypoxia staining was observed after intervenous laser treatment in the control group. The large edematous areas (gray areas of the fundus images) at the laser sites were observed both in the RVO and the control group. They resulted in weaker hypoxia staining (compare the RVO eye at d2).

**Fig 4:**
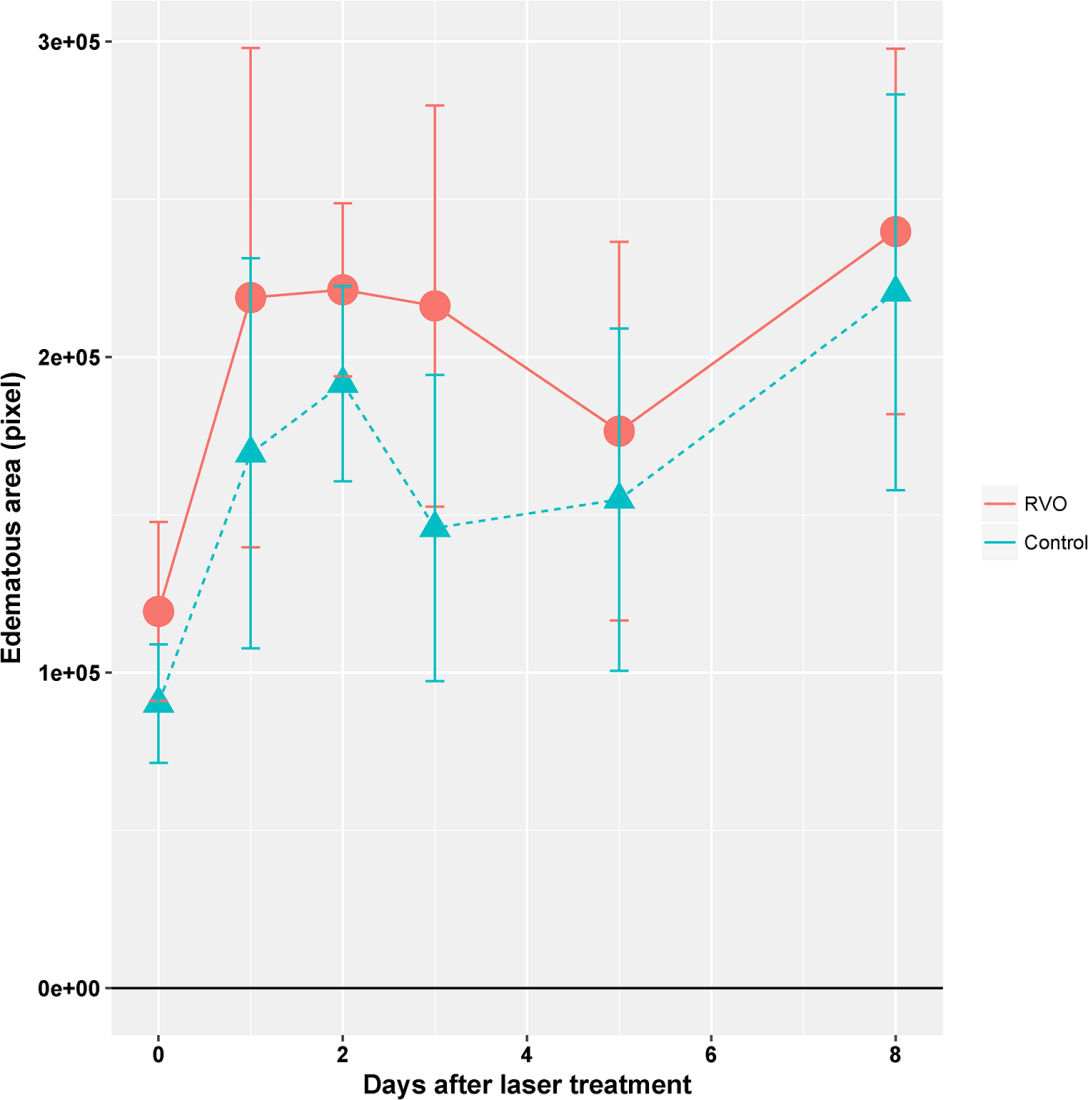
Time course of edema formation. The edematous area of the retina in fundus images like those shown in Fig x2 was evaluated. Edema is the gray area that contrasts with the brown intact retina. Though not significant, the edematous area was somewhat larger in RVO than in the control laser treatments. It increased from d0 to d1. Error bars indicate standard deviation. The values are from 11–17 retinae of the same animals used for the qPCR and RNAseq experiments. The increase at d8 is an artifact.

Examination of laser sites in serial paraffin sections stained with hematoxylin and eosin (HE) showed damage in outer retinal layers including photoreceptor outer segments and retinal pigment epithelium and, in severe cases, even choroid and sclera (RPE, Fig 5 and supplemental S1 and S2 Fig that show serial sections of two laser sites). Typically, a large fold was generated from parts of the outer retina. The inner retinal layers appeared to be less affected. In addition, serous exsudation was observed within the retinal ganglion cell layer showing detachment of the inner limiting membrane which fits the angiographic and funduscopic images. The inner nuclear layer showed serous exsudation, too. The defects of ocular tissues generated by laser treatment were similar in RVO and in control laser treatments. In cross sections of the vein, a fibrous plug generated by the laser treatment after injection of a photosensitizer was visible. The proximal part of the vein was much smaller than the distal part.

**Fig 5:**
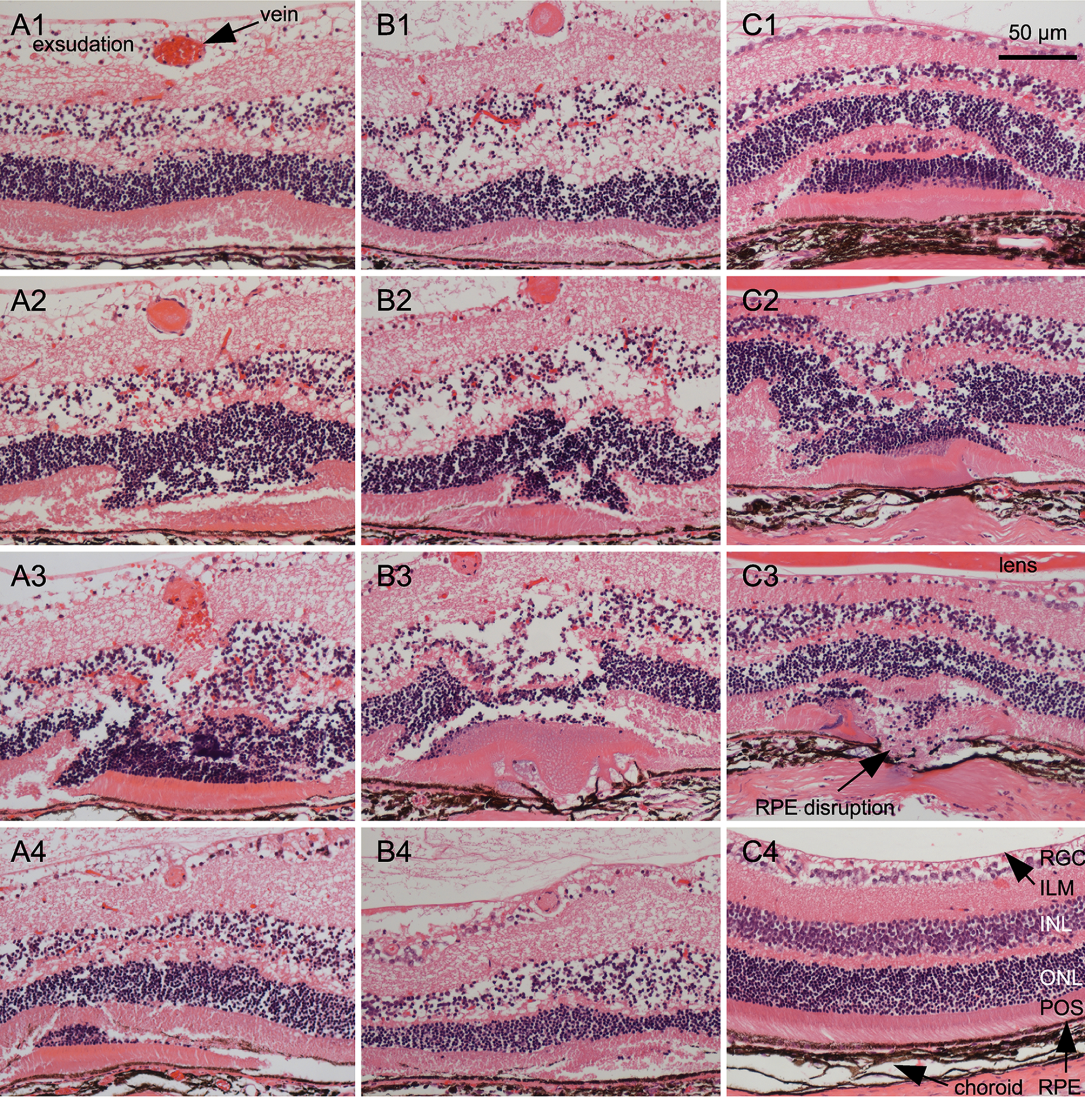
Histology of the occlusion site. Veins were occluded at d0. Two days later, eyes were prepared for serial paraffin sections that were stained with HE. Typical sections from three RVO eyes and three control eyes are shown. A1—A4: Sections at different positions of a single laser site. The RPE is slightly affected and Bruch’s membrane is intact. The inner limiting membrane is detached by a large inner retinal serous exsudation, and the INL is also affected by a serous exsudation. A1 is from the distal part of the laser site with the vein containing erythrocytes. A2 shows a fold (invagination) within the outer retina and a vein that contains a fibrous plug. A3 is from the center of the laser site showing a large retinal invagination and a bleeding vein containing a fibrous plug. A4 is from the proximal part of the laser site showing the retinal fold within the RPE and a decreased vein. The whole series of sections is shown in the supplemental S1 Fig. B1—B4: Sections at different positions of another single laser site. The inner limiting membrane is detached by a large inner retinal serous exsudation, and the INL is also affected by a serous exsudation. RPE and Bruch’s membrane are perforated as is seen in B3. B1 shows the distal part of the laser site with a fold of photoreceptor outer segments within the RPE and a vein containing a fibrous plug. B2 shows a fold within the outer retina. B3 is from the central part of the laser site showing a retinal fold and fused material of photoreceptors, RPE, and choroid. B4 shows the proximal vein that is diminished and a lateral part of the laser site with a fold of outer segments of the photoreceptors. The retina shows unequal thickness. The whole series of sections is shown in the supplemental S2 Fig. C1—C3: Sections from control laser sites without vein occlusion. The morphology of the laser sites is principally equal to RVO laser sites. C1 shows a fold of the outer retina of a laser site with intact Bruch’s membrane. The choroid is affected as shown by its reduced thickness at the center of the laser site. C2 and C3 are sections from a laser site with disrupted RPE and choroid. The choroid shows a reduced thickness, and even the sclera is affected. The material of the outer retinal fold is partially fused. C4 is a section from an intact retina for comparison. ILM: inner limiting membrane; INL: inner nuclear layer; ONL: outer nuclear layer; POS: photoreceptor outer segments; RGC: retinal ganglion cells.

### Hypoxia time course

Hypoxia was detected by hypoxyprobe staining in all RVO eyes from d1 to d5 and disappeared afterwards (Fig 3). No hypoxia was found in the control eyes following retinal laser treatment sparing large vessels. While the hypoxic areas in RVO eyes were rather homogeneous during the first days, they became disjunct during reperfusion so that increasingly smaller hypoxic areas remained within the capillary regions until hypoxia was no longer detectable.

### Gene expression profiling

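The RNAseq data comprised 9 samples: 3 of RVO eyes, 3 of eyes laser-treated between the vessels (control) and 3 of untreated eyes. Each sample was a pool of 6 retinas, and laser-treated eyes were taken at d2, so n counts pools and not mice. RVO and control retinas were the fellow eyes of the same mice. The authors mapped the reads to the mouse genome with the Gencode vM11 annotation (build GRCm38), counted them per gene with featureCounts and deposited the counts without normalization, listed by gene symbol. Of 48679 listed names, 92 were spike-in controls, which had 0 counts in every sample, and 18249 names had 0 counts in all 9 samples. Total counts per sample were 21022997 to 28993921 in RVO eyes (median 22448477), 18897218 to 23419497 in control eyes (median 21443507) and 12377572 to 15245869 in untreated eyes (median 14155341). Genes of low expression were thus measured with less precision in untreated eyes than in the other groups. Replicates were separate pools by design, and each was counted as a separate sample. They differed by more than the sampling noise, with a chi-square per degree of freedom between 3.15 and 54.1. Differential expression was tested with edgeR's quasi-likelihood test on counts normalized by its TMM method, in a separate fit for each pair of groups and on genes that passed edgeR's filter for low counts. Genes with a Benjamini-Hochberg adjusted p under 0.01, the threshold given in the legends of the paper's tables, were counted as differentially expressed. Fold changes given here were not shrunken, whereas the paper's were shrunken by DESeq2. Where a group had at most 3 counts in each of its samples, only a lower bound of the fold change is given. Normalized counts are given as CPM, the count of a gene per 1e6 counts of its sample. For this, the sample's total over genes that passed the filter was scaled by its TMM factor over all 9 samples.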

Next, we investigated the effect of hypoxia on global gene expression patterns by RNAseq at d2. RVO eyes were compared to control laser-treated eyes as well as to untreated controls. There were large differences between RVO eyes and untreated controls, as well as between control laser-treated eyes and untreated controls. 

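Between RVO and untreated eyes, 8529 of 16380 tested genes (52.1%) were differentially expressed, 4492 of them higher and 4037 lower in RVO eyes (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.01). Between control laser-treated and untreated eyes, 8416 of 16066 tested genes (52.4%) were differentially expressed, 4371 higher and 4045 lower. The median absolute log2 fold change over all genes tested in both comparisons was 0.56 after RVO and 0.39 after control laser treatment, and replicates also varied more in the former comparison. The normalized counts of the groups did not overlap for 73.2% of genes in the first comparison and 69.8% in the second, where chance alone gives 10%. Scaling by library size only shifted the median log2 fold change of all genes by 0.21 in RVO and 0.17 in control eyes, and the share of differentially expressed genes that were higher rose from 52.7% to 68.5% and from 51.9% to 70.4%. The alternative that moved these counts most was the removal of each sample's trend with GC content and transcript length, with which the count was 2670 for genes higher, control versus untreated. As an example of a gene lower in both groups, the microglia marker P2ry12 had 20.2 ± 6.08 CPM in untreated eyes (SD, n = 3), 2.44 ± 0.095 CPM in control eyes and 0.811 ± 0.404 CPM in RVO eyes. Its log2 fold change was -4.62 in RVO eyes (standard error 0.35, edgeR's Benjamini-Hochberg adjusted p = 2.75e-05) and -3.04 in control eyes (standard error 0.21, adjusted p = 1.94e-07).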

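Distances between samples were computed over all genes with at least 1 count on values transformed by DESeq2's regularized logarithm. The mean distance was 84.2 between RVO and untreated samples (9 pairs, 72.6 to 92.8), 55.7 between control and untreated samples (50.9 to 60.2) and 51.9 between RVO and control samples (37.1 to 63.8). Within groups it was 35.6 for RVO, 25.5 for control and 25.0 for untreated samples. The mean distance between RVO and untreated samples exceeded that between RVO and control samples by 32.3 (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow). For each pair of groups, no other split of the 6 samples separated them as far (exact p = 0.1 each). RVO replicate 2 lay closer to the control samples, at a mean distance of 39.7, than to the other RVO samples, at 40.9. Of 16874 genes tested between RVO and control eyes, 563 (3.34%) were differentially expressed, 456 higher and 107 lower in RVO eyes (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.01). At an adjusted p under 0.05 the number was 5836, with 2956 higher and 2880 lower. With DESeq2's Wald test it was 4038 at the same threshold of 0.01, of which 46.5% were higher, and all of the 563 genes were among them. Without RVO replicate 2 it was 6257, without RVO replicate 1 it was 29 and without control replicate 1 it was 1. Without RVO replicate 3 or without control replicate 2 or 3 it was 0, with 6100, 6916 and 6311 genes at an unadjusted p under 0.05. The groups did not overlap for 52.4% of genes, where chance gives 10%.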

The differences between RVO eyes and control laser-treated eyes were much smaller (Fig 6). Similarly, while the maximal fold change was 175 for comparisons between RVO and untreated eyes it was only 8 for comparisons between RVO and control laser treatment (Table 2). This indicates that it is important to use an appropriate laser-treated control group.

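Genes with at most 3 counts in each sample of a group, which can have larger fitted values, were left out of this ranking. Among the others, the largest fold change between RVO and untreated eyes was 422-fold for Crygc (chromosome 1 of GRCm38, 65071525 to 65073689), which encodes a lens crystallin. The RVO samples differed widely, with 323 CPM of Crygc in replicate 2 but 7.75 and 40.9 CPM in the others, and a standard error on either side spans 118-fold to 1512-fold. Without RVO replicate 2, the log2 fold change of Crygc, RVO versus untreated, fell from 8.72 to 6.37, and without any of the untreated replicates its adjusted p was between 0.0161 and 0.0207 (edgeR, Benjamini-Hochberg). Crystallin genes rose together with genes of lens fibre membranes across samples, and they share sequence with their paralogs, so their values are uncertain. Among these genes without the crystallins the largest was Bcl3 (chromosome 7, 19808462 to 19822770), with 74.3 ± 13.6 CPM in RVO eyes (SD, n = 3), 29.4 ± 8.73 CPM in control eyes and 0.269 ± 0.124 CPM in untreated eyes. This was 279.9-fold higher in RVO than in untreated eyes (log2 fold change 8.13, standard error 0.27, edgeR's Benjamini-Hochberg adjusted p = 1.28e-06). Against control laser treatment, Bcl3 was 2.54-fold higher in RVO (adjusted p = 0.0102 from the same edgeR test with Benjamini-Hochberg adjustment). The largest fold change between RVO and control eyes was 12.1-fold for Csn3 (chromosome 5, 87925579 to 87932665), with 5.57 ± 1.83 CPM in RVO and 0.470 ± 0.25 CPM in control eyes (log2 fold change 3.59, standard error 0.40, adjusted p = 0.00668, edgeR with Benjamini-Hochberg adjustment). Car9 (chromosome 4, 43506966 to 43513729), which encodes a carbonic anhydrase, followed with 11.95-fold, from 0.675 ± 0.0862 CPM in control eyes to 8.03 ± 2.46 CPM in RVO eyes. With DESeq2's shrunken fold changes, the type of fold change used in the paper, the largest values were 175.7-fold for Bcl3 and 8.36-fold for Car9. Leaving out 1 sample moved the largest fold between RVO and untreated eyes to 1840 without untreated replicate 2, for another gene. The largest fold between RVO and control eyes was 20.46 without RVO replicate 2 and 4.097 without control replicate 1.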

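Of 15924 genes tested in both comparisons against untreated eyes, 6380 were differentially expressed in the same direction after RVO and after control laser treatment, and 19 in opposite directions (edgeR, Benjamini-Hochberg adjusted p under 0.01). The former were 76.7% of the 8316 of these genes that differed between RVO and untreated eyes. Fold changes of the 2 comparisons correlated across genes with r = 0.891, where genes are not independent replicates. Both comparisons share the untreated samples, and in 20 simulations of unchanged groups against these samples r was 0.563 with 0 shared genes. In 5 simulations of groups that changed independently, the number of shared genes was at most 1872. Of 1336 genes over 3-fold higher in RVO than in untreated eyes, 1134 were also tested between control and untreated eyes, and 1013 of these (89.3%) were higher after control laser treatment. Of the 1336 genes, 295 (22.1%) were differentially expressed and higher in RVO than in control eyes. The median log2 fold change of all 1336 between RVO and control eyes was 0.90. Of the 456 genes higher in RVO than in control eyes, 334 (73.2%) were also higher in control than in untreated eyes. From the small differences between the laser-treated groups and the lower maximal fold change between them, the paper concludes that an appropriate laser-treated control group is important.

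**Figure D1:**
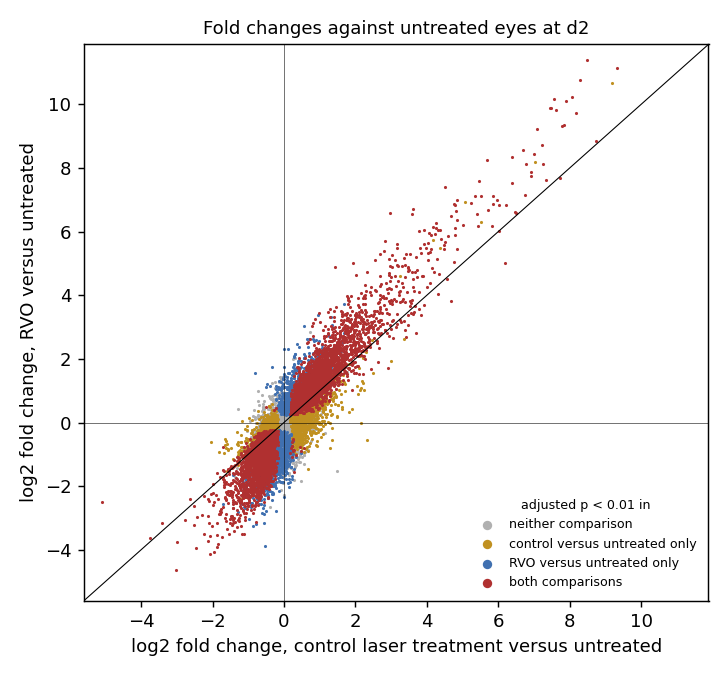
Log2 fold changes of 15924 genes in control laser-treated eyes (x axis) and in RVO eyes (y axis), each against untreated eyes, with 1 point per gene and 3 pools per group. Colours mark genes with an adjusted p under 0.01 from edgeR in both, 1 or neither of the comparisons. The 1134 plotted genes that were over 3-fold higher in RVO than in untreated eyes had a median log2 fold change of 2.33 on the y axis and 1.59 on the x axis.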

**Fig 6:**
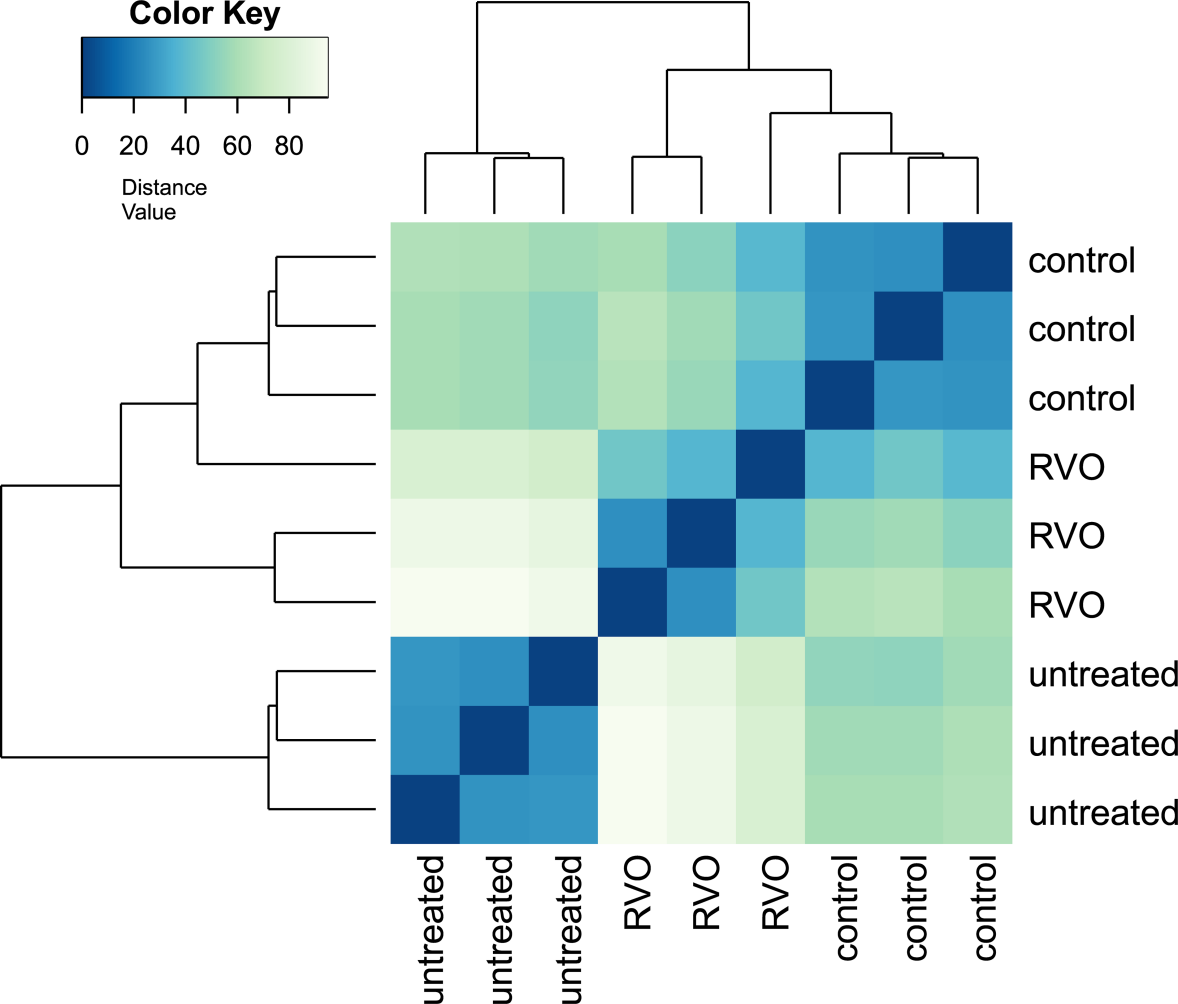
Sample-to-sample distances.

**Table 2:** Genes up-regulated in RVO versus laser-treated control.

**A: RVO versus control**							
**ID**	**treated**	**treated**	**treated**	**control**	**control**	**control**	**Fold change**
Car9	247.06	139.22	180.34	19.09	16.71	13.76	8.36
Csn3	175.79	94.50	123.65	18.99	8.00	7.84	7.31
Adm	857.16	549.88	593.18	55.37	88.35	96.68	6.96
Ecel1	339.52	287.59	286.47	52.83	65.50	34.48	5.32
C3	3752.94	1903.99	2880.83	452.78	506.02	476.76	5.27
Plaur	812.58	245.02	543.72	85.41	81.83	59.16	5.14
Siglec15	67.80	21.35	26.20	1.79	3.52	0.95	5.00
Serpine1	2081.16	1030.78	1770.51	262.49	359.53	213.17	4.96
Hsd17b2	1244.57	818.29	1174.96	222.67	177.31	212.19	4.87
Car6	115.14	65.02	62.91	11.67	13.36	11.79	4.68
Fam179a	410.80	317.09	336.90	81.67	73.11	55.22	4.66
Ndufa4l2	549.26	506.09	281.48	72.15	69.89	101.62	4.61
Neurog2	478.71	487.85	563.64	126.22	100.25	89.77	4.59
Slc13a4	828.14	655.61	754.89	142.00	176.17	147.03	4.57
Myc	1392.00	487.98	1085.65	191.38	189.22	139.13	4.55
Mylk2	100.24	79.26	140.22	24.87	18.81	6.85	4.52
Mmp3	232.90	222.57	342.92	61.17	60.07	42.38	4.32
Chil1	17888.23	11158.72	13730.36	3380.27	3058.64	3027.78	4.25
Crlf1	187.17	206.27	232.80	40.72	54.61	40.41	4.22
Tuba1c	781.65	476.75	860.79	186.42	154.49	104.57	4.14
Tarm1	36.00	15.25	32.31	2.93	3.48	1.94	4.10
Slpi	93.94	67.04	66.01	17.59	17.66	4.88	4.07
Apln	672.08	378.15	728.45	139.51	115.45	132.22	4.06
Cyb5r2	144.52	96.51	94.37	15.37	35.00	9.81	3.98
Lif	1711.80	1146.64	1729.56	405.64	380.13	296.10	3.94
Egln3	1122.19	714.57	569.25	157.66	192.45	193.43	3.92
Rin1	592.95	235.85	414.60	84.14	90.47	91.75	3.90
Hmox1	17733.97	10204.15	11834.41	1557.16	2697.39	545.86	3.89
Tnfrsf12a	3747.66	1399.83	3264.12	641.75	656.77	525.14	3.88
Clec4d	203.01	102.68	213.79	48.97	34.03	15.73	3.88
Derl3	600.47	107.82	417.55	39.66	39.52	29.55	3.88
H2-T-ps	60.12	29.46	31.43	7.83	4.62	5.88	3.87
Fam83g	143.05	39.68	115.14	12.93	24.19	6.85	3.86
Tcstv1	66.13	45.73	80.49	16.32	9.01	11.80	3.86
Akr1b8	703.02	407.62	592.08	156.30	111.11	134.20	3.83
Cdkn1a	2345.95	949.48	1631.99	338.31	458.21	314.86	3.79
Tubb6	2719.50	1605.12	2258.00	611.55	548.28	474.79	3.74
Gm6634	48.41	13.24	33.40	4.17	2.41	3.91	3.73
Clec4n	152.21	82.35	200.05	31.00	39.39	20.67	3.69
Ccnd1	6253.00	3845.62	6324.98	1621.91	1376.02	1090.82	3.69
Avil	287.10	169.73	190.99	59.88	48.13	48.31	3.66
Gm44658	62.52	48.72	35.65	13.80	1.37	7.85	3.65
Krtap4-16	91.83	9.20	46.00	5.51	4.63	0.95	3.65
Cdh23	70.36	38.62	62.75	10.36	8.99	14.77	3.63
Krt24	130.11	43.74	114.10	20.09	20.95	14.75	3.63
Runx1	639.08	258.22	498.57	121.39	128.40	70.02	3.58
Stc2	799.94	358.84	486.13	108.27	157.69	136.18	3.52
Cxcl1	204.15	72.21	215.81	16.67	53.45	11.78	3.52
Serpinb1a	110.41	192.96	107.04	36.94	33.99	27.58	3.52
Fbln2	480.16	474.65	508.07	122.62	171.73	94.71	3.51
**B: RVO versus untreated**							
**ID**	**treated**	**treated**	**treated**	**untreated**	**untreated**	**untreated**	**Fold change**
Bcl3	1518.62	1027.59	1344.66	8.76	4.02	9.47	175.64
Timp1	807.11	721.01	811.04	3.37	5.32	6.54	150.51
S100a9	682.27	240.24	692.09	5.14	1.34	2.05	145.90
Ccl2	422.44	285.70	450.19	5.07	2.65	1.99	112.84
Lcn2	10449.02	4804.19	9161.28	67.25	80.19	90.31	98.06
Hmox1	13670.02	7363.17	8627.07	99.87	120.16	93.17	93.33
Mmp3	181.51	161.99	253.67	2.89	1.20	1.82	85.05
Lgals3	3501.21	2664.98	3053.87	60.55	32.49	28.29	81.38
Plaur	631.87	176.39	398.78	6.89	2.66	5.03	70.85
Edn2	3169.89	2282.56	2935.51	41.61	40.25	51.45	66.11
Egr2	192.63	126.14	233.68	2.85	1.18	3.38	65.75
S100a8	519.89	243.62	588.78	3.24	5.30	2.02	65.66
Sprr1a	198.93	86.97	129.46	2.67	1.12	1.69	58.34
Il1rn	384.72	147.26	375.42	6.83	3.96	3.49	58.07
Arg1	810.81	408.21	811.04	12.27	11.84	10.94	57.20
Lif	1323.10	828.41	1263.84	17.50	20.91	24.03	56.10
Cxcr2	150.89	79.61	150.37	2.61	1.09	1.66	55.55
Clec4d	159.56	74.23	158.94	2.63	1.10	1.67	55.40
Flnc	1161.41	587.10	1240.83	17.51	11.83	24.04	55.02
Socs3	3324.24	2427.08	3074.79	60.56	51.87	61.56	53.87
Gm23935	267.13	388.95	177.34	4.98	6.58	3.47	52.22
Serpina3n	9863.45	17284.59	11436.61	316.08	209.13	251.78	50.42
Pf4	131.00	78.63	102.73	2.47	1.04	1.58	48.73
Nlrc5	482.06	362.05	589.11	5.12	7.92	16.78	48.54
Cxcl1	160.64	51.64	160.77	2.60	1.09	1.65	48.35
Clec4n	119.75	59.45	149.47	2.51	1.06	1.60	46.68
Socs1	127.27	86.53	153.68	4.61	1.09	1.65	46.25
Ccl7	101.24	70.38	123.67	2.43	1.03	1.55	45.86
Prss56	4506.07	2723.15	5150.50	79.42	106.06	87.51	45.36
Lad1	1623.00	889.11	1310.85	31.37	37.72	18.21	44.03
Cebpd	4566.62	3474.70	3756.37	106.94	104.77	86.07	42.15
Hsd17b2	962.97	591.52	859.33	22.74	19.62	18.23	41.93
9330175E14Rik	98.93	73.74	178.54	2.56	1.07	3.24	41.47
Slfn1	141.93	58.68	129.54	2.51	1.06	3.22	39.43
Car9	193.75	101.23	133.26	6.54	1.13	3.31	39.33
Cdsn	900.54	793.40	620.66	15.77	15.73	31.30	38.86
Upp1	477.99	155.31	326.86	8.64	6.60	7.97	38.76
Il1b	168.50	77.72	198.59	2.72	2.52	4.84	38.50
Hmga2	1341.84	364.54	1272.44	10.51	10.53	19.68	37.56
Crlf1	146.19	150.84	172.29	4.75	5.20	3.34	36.74
Tuba1c	605.90	344.62	631.01	14.01	14.44	16.78	35.84
Serpine1	1608.33	744.15	1293.41	34.83	26.08	41.41	35.79
C3	2896.83	1374.33	2102.21	67.51	59.65	57.26	34.94
Junb	6160.20	4326.56	5211.85	168.71	182.13	132.21	34.11
Chil1	13788.60	8051.83	10009.14	340.15	345.82	296.51	33.48
Slfn4	312.47	90.23	371.02	3.02	1.25	1.90	33.23
Slc6a2	470.50	203.44	369.16	12.21	10.52	9.45	32.55
Csn3	138.57	68.80	91.71	4.48	1.03	3.18	32.33
Lilrb4a	144.17	88.67	150.28	2.62	2.49	6.28	32.18
Ccl3	94.12	54.78	92.44	2.27	2.38	1.46	32.01

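Of 50 genes that the paper lists as most increased in RVO against control laser treatment, 49 passed the filter for low counts, and all 49 were higher in RVO eyes. An adjusted p under 0.01 was reached by 37 of them and under 0.05 by 49 (edgeR, Benjamini-Hochberg). The other genes had adjusted p-values from 0.0104 to 0.0182 in the same edgeR test with Benjamini-Hochberg adjustment, and included Hmox1, with 567 ± 186 CPM in RVO eyes (SD, n = 3) and 67.0 ± 44.7 CPM in control eyes. Of the 50 genes with the largest fold change here, 36 were in the list. Adm, which encodes adrenomedullin, was 8.46-fold higher, with 28.4 ± 7.87 CPM in RVO and 3.35 ± 0.955 CPM in control eyes (log2 fold change 3.08, standard error 0.27, edgeR's Benjamini-Hochberg adjusted p = 0.00459). Lcn2 reached 467 ± 167 CPM in RVO, 114 ± 39.2 CPM in control and 4.17 ± 0.724 CPM in untreated eyes. All 50 genes that the paper lists as most increased in RVO against untreated eyes were differentially expressed here, and 19 of them were among the 50 with the largest fitted fold change, genes with at most 3 counts per untreated sample included. For 25 of these genes the untreated samples had at most 3 counts each. Timp1 was at least 164-fold higher in RVO than in untreated eyes, and Mmp3, with 0 counts in the untreated samples, was at least 41.4-fold higher. The gene with the largest decrease in RVO against control eyes was Serpine3, from 17.3 ± 3.19 to 2.36 ± 0.915 CPM (log2 fold change -2.88, standard error 0.27, edgeR's Benjamini-Hochberg adjusted p = 0.00564), whereas it rose 5.04-fold from untreated to control eyes.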

The 50 genes with the highest fold change in the group with RVO laser treatment at d2 compared to the group with control laser treatment at d2 (A) and the 50 genes with the highest fold change in the group with RVO laser treatment at d2 compared to the untreated group (B) as determined by RNAseq. Values are mean counts, pAdjust < 0.01.

To gain further insight into possible functional implications of the gene expression alterations, a gene ontology analysis was performed (Table 3). 

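With the criteria of the paper's ontology analysis, a fold change over 3 and an adjusted p under 0.01, 1336 genes were higher and 734 lower in RVO than in untreated eyes (edgeR, Benjamini-Hochberg). Between RVO and control eyes, 88 genes were higher and 12 lower, and between control and untreated eyes 639 were higher and 74 lower. The 88 genes became 17 without RVO replicate 1, 330 without RVO replicate 2, 1 without control replicate 1 and 0 without any of the others, where the counts at an unadjusted p under 0.05 are given with the differential expression. With DESeq2's shrunken fold changes, 1387, 117 and 390 genes were higher in these 3 comparisons. A test against a fold of 3 itself (edgeR's glmTreat) is stricter and left 446 genes higher and 30 lower in RVO than in untreated eyes. Between RVO and control eyes it left 0 genes, with 137 at an unadjusted p under 0.05. Gene ontology terms were not analysed here. Instead, 27 lists of genes were written before the data were examined and tested in the 3 comparisons with edgeR's camera, which asks whether the genes of a list rank higher or lower than all other genes, with a preset correlation of 0.01 between genes. An adjusted p under 0.05 over all 81 tests was found for 22 lists between RVO and untreated eyes, 16 between control and untreated eyes and 20 between RVO and control eyes. With the rotation test fry, 21, 15 and 16 of these lists were also below 0.05, but with a correlation estimated from the data only 1, 0 and 0 were (gliosis genes, between RVO and untreated eyes). When the 6 RVO and control samples were split in the 9 other ways, 6 to 18 lists had an adjusted p under 0.05 within the comparison, against 20 for the real split. These other splits keep part of the difference between the groups and do not separate it from differences between pools.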

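Of 9 genes that the paper measured by qPCR as inflammation-related, 8 were tested between RVO and untreated eyes and all 8 were differentially expressed and higher in RVO (8 also when adjusted over the list alone, edgeR with Benjamini-Hochberg adjustment). Their median log2 fold change was 4.67, and 3.55 with genes that had at most 3 counts in each untreated sample set to their lower bound. In control eyes, 7 of 7 tested genes were higher. Ccl2 had 22 ± 4.86 CPM in RVO eyes (SD, n = 3), 6.14 ± 2.72 CPM in control eyes and 0.0541 ± 0.0479 CPM in untreated eyes, and was at least 80.7-fold higher in RVO and at least 22.5-fold higher in control than in untreated eyes. Il1b was at least 30.7-fold and 9.02-fold higher, respectively. Egr1 and Vim, which were expressed in untreated eyes, rose 7.64-fold and 7.42-fold in RVO and 3.17-fold and 3.94-fold in control eyes. Among 21 cytokine and chemokine genes, 19 were differentially expressed and higher in RVO than in untreated eyes (20 when adjusted over the list alone) and 1 was lower, with a median log2 fold change of 6.04, or 4.04 with lower bounds (camera in edgeR, Benjamini-Hochberg adjusted p = 1.62e-13). The paper selected 8 genes of this list for its Table 2 from these samples, and without them the adjusted p was 4.81e-05 (camera, Benjamini-Hochberg). All 15 genes of reactive gliosis, the response of glial cells to injury, were higher in RVO (median log2 fold change 3.81) and in control eyes (3.21). Monocyte and macrophage markers had a median log2 fold change of 2.84 in RVO, or 2.70 with lower bounds, and 1.62 in control eyes. Neutrophil markers had 8.26 and 5.68, or 4.56 and 3.00 with lower bounds. Without their 3 genes of Table 2, their adjusted p was 0.00555 in RVO but 0.189 in control eyes (camera, Benjamini-Hochberg). Between RVO and control eyes, cytokine and chemokine genes had a median log2 fold change of 1.56, and 2 of 24 were differentially expressed and higher (14 when adjusted over the list alone).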

The most significantly affected ontology groups in the comparison of RVO and untreated eyes were related to inflammation or wounding. In contrast, in the comparison of RVO and control laser-treated eyes, some ontology groups related to angiogenesis were affected. 

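Of 25 genes that regulate angiogenesis, 17 were higher and 8 lower in RVO than in control eyes, with a median log2 fold change of 0.77 (camera in edgeR, Benjamini-Hochberg adjusted p = 2.7e-05). Differential expression was found for 7 of them, all higher in RVO (14 higher and 1 lower when adjusted over the list alone). The list holds 4 genes of the paper's Table 2, which were selected from these samples, and without them the median was 0.29 (camera, Benjamini-Hochberg adjusted p = 0.0231). Plaur was 7.31-fold and Apln 4.68-fold higher in RVO than in control eyes. Vegfa (chromosome 17 of GRCm38, 46016993 to 46032369) had 326 ± 76 CPM in RVO (SD, n = 3), 148 ± 22.6 CPM in control and 157 ± 0.781 CPM in untreated eyes. It was 2.21-fold higher in RVO than in control eyes (log2 fold change 1.14, standard error 0.18, edgeR's Benjamini-Hochberg adjusted p = 0.00989). Between control and untreated eyes its log2 fold change was -0.06 (standard error 0.09, adjusted p = 0.529 from the same edgeR test), and it turned positive, to 0.11, when samples were scaled by library size only and to 0.04 without control replicate 2. Angiogenesis regulators were also higher than in untreated eyes, with a median log2 fold change of 1.52 in RVO and 0.92 in control eyes. The smaller group of angiogenesis-related and other genes that the paper measured by qPCR had a median of 0.08 between RVO and control eyes (camera, Benjamini-Hochberg adjusted p = 0.426) and of 0.04 and -0.06 in RVO and control against untreated eyes. With fry, which does not compare a list with the other genes, the adjusted p of this group was 0.0153, 0.00245 and 0.0219 in these comparisons (Benjamini-Hochberg), and 2 of its genes were differentially expressed and higher in each.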

Ontology groups related to hypoxia did not show up among the first 100 groups with the highest significance score.

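Of 33 target genes of hypoxia-inducible factors (HIF), 30 were higher in RVO than in control eyes, with a median log2 fold change of 0.58 (camera in edgeR, Benjamini-Hochberg adjusted p = 2.2e-11). Differential expression was found for 11 of them, all higher (15 when adjusted over the list alone). The list holds 5 genes of the paper's Table 2, and the median was 0.45 without them (camera, Benjamini-Hochberg adjusted p = 2.33e-06). The adjusted p was 0.00987 with fry and 0.346 with a correlation estimated from the data, and 3 of 10 splits of the 6 samples, the real one included, gave a camera p as small. The summed counts of these genes were 2696 ± 346 CPM in RVO (SD, n = 3), 1926 ± 142 CPM in control and 2237 ± 23.9 CPM in untreated eyes. Between control and untreated eyes the median was -0.07, with 12 genes higher and 20 lower (camera, Benjamini-Hochberg adjusted p = 0.689), and it turned positive, to 0.10, when samples were scaled by library size only. Next to Car9 and Adm, Ndufa4l2 was 5.58-fold higher in RVO than in control eyes. Of the 14 hypoxia-responsive genes that the paper measured by qPCR, 10 were higher in RVO than in control eyes, with a median log2 fold change of 0.28 (camera, Benjamini-Hochberg adjusted p = 0.0391), and 1 was differentially expressed (5 when adjusted over the list alone). This gene was Slc2a1 (Glut1; chromosome 4 of GRCm38, 119108711 to 119137983), with 563 ± 94.1 CPM in RVO, 283 ± 16.4 CPM in control and 212 ± 10.3 CPM in untreated eyes, 1.99-fold higher in RVO than in control eyes (edgeR's Benjamini-Hochberg adjusted p = 0.00758). Without RVO replicate 2, the adjusted p of the 14 genes in camera was 0.212, and without control replicate 2 it was 0.0718 (Benjamini-Hochberg). Against untreated eyes, 9 of the 14 genes were differentially expressed and higher in RVO and 1 lower, Hif1a, which fell by 0.88 on the log2 scale (standard error 0.08, edgeR's Benjamini-Hochberg adjusted p = 7.2e-05). Glycolysis genes had a median log2 fold change of 0.33 between RVO and control eyes, with 15 of 19 higher (camera, Benjamini-Hochberg adjusted p = 0.0315, but 0.116 with fry). Pgk1, Eno1, Ldha, Aldoa, Pkm and other genes of glycolysis have processed pseudogenes of near-identical sequence, so their counts are uncertain.

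**Figure D2:**
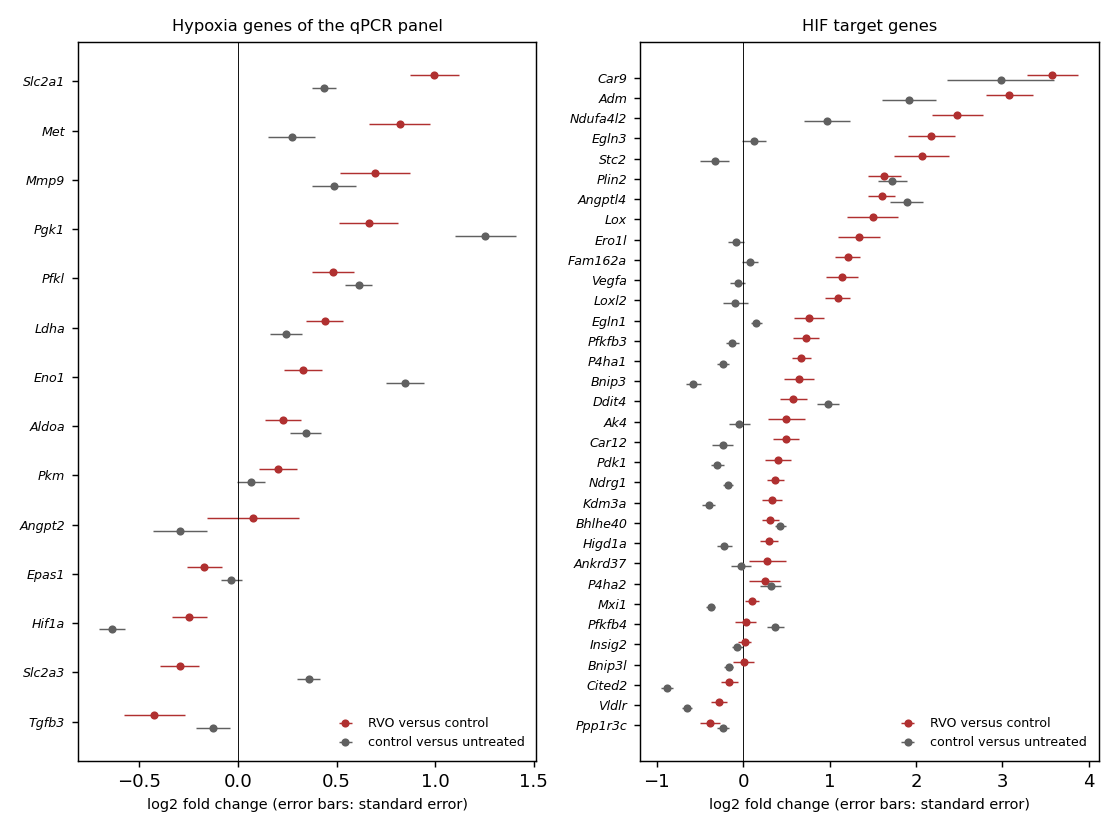
Log2 fold changes with standard errors of the 14 hypoxia genes of the qPCR panel (left) and 33 HIF target genes (right), between RVO and control eyes (red) and between control and untreated eyes (grey), from 3 pools per group. Genes are ordered by their change between RVO and control eyes, which is above 0 for 10 and 30 of them.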

**Table 3:** The 50 most significant GO terms.

**A: RVO versus control**	
**ID**	**Description**
GO:0001525	*angiogenesis*
GO:0045765	*regulation of angiogenesis*
GO:1901342	*regulation of vasculature development*
GO:0009611	response to wounding
GO:0045766	*positive regulation of angiogenesis*
GO:1904018	*positive regulation of vasculature development*
GO:0060326	**cell chemotaxis**
GO:0042060	wound healing
GO:0030593	**neutrophil chemotaxis**
GO:0050900	**leukocyte migration**
GO:1990266	**neutrophil migration**
GO:0030595	**leukocyte chemotaxis**
GO:0071621	**granulocyte chemotaxis**
GO:0048608	reproductive structure development
GO:0061458	reproductive system development
GO:0032103	positive regulation of response to external stimulus
GO:0097530	**granulocyte migration**
GO:0097529	**myeloid leukocyte migration**
GO:0050729	**positive regulation of inflammatory response**
GO:0070098	**chemokine-mediated signaling pathway**
GO:0002548	**monocyte chemotaxis**
GO:0002687	**positive regulation of leukocyte migration**
GO:0070372	regulation of ERK1 and ERK2 cascade
GO:0070371	ERK1 and ERK2 cascade
GO:0071347	**cellular response to interleukin-1**
GO:0071674	**mononuclear cell migration**
GO:0031349	positive regulation of defense response
GO:0001890	placenta development
GO:0002685	**regulation of leukocyte migration**
GO:0030335	positive regulation of cell migration
GO:2000147	positive regulation of cell motility
GO:0002690	**positive regulation of leukocyte chemotaxis**
GO:0051272	positive regulation of cellular component movement
GO:0040017	positive regulation of locomotion
GO:2001233	regulation of apoptotic signaling pathway
GO:0070555	**response to interleukin-1**
GO:2001237	negative regulation of extrinsic apoptotic signaling pathway
GO:0002688	**regulation of leukocyte chemotaxis**
GO:2001234	negative regulation of apoptotic signaling pathway
GO:0048245	**eosinophil chemotaxis**
GO:2001236	regulation of extrinsic apoptotic signaling pathway
GO:0031099	regeneration
GO:0097191	extrinsic apoptotic signaling pathway
GO:0019221	**cytokine-mediated signaling pathway**
GO:0050679	positive regulation of epithelial cell proliferation
GO:0071345	**cellular response to cytokine stimulus**
GO:0070374	positive regulation of ERK1 and ERK2 cascade
GO:0072216	positive regulation of metanephros development
GO:0050878	regulation of body fluid levels
GO:0050921	**positive regulation of chemotaxis**
**B: RVO versus untreated**	
**ID**	**Description**
GO:0071345	**cellular response to cytokine stimulus**
GO:0050900	**leukocyte migration**
GO:0030335	positive regulation of cell migration
GO:0051272	positive regulation of cellular component movement
GO:2000147	positive regulation of cell motility
GO:0040017	positive regulation of locomotion
GO:0060326	**cell chemotaxis**
GO:0001525	*angiogenesis*
GO:0032103	positive regulation of response to external stimulus
GO:0097529	**myeloid leukocyte migration**
GO:0030595	**leukocyte chemotaxis**
GO:0019221	**cytokine-mediated signaling pathway**
GO:0031349	positive regulation of defense response
GO:0002685	**regulation of leukocyte migration**
GO:0001819	**positive regulation of cytokine production**
GO:0002237	response to molecule of bacterial origin
GO:0050727	**regulation of inflammatory response**
GO:0002687	**positive regulation of leukocyte migration**
GO:0045765	*regulation of angiogenesis*
GO:0071621	**granulocyte chemotaxis**
GO:0009611	response to wounding
GO:1901342	*regulation of vasculature development*
GO:0050778	**positive regulation of immune response**
GO:0032496	response to lipopolysaccharide
GO:0097530	**granulocyte migration**
GO:0045785	positive regulation of cell adhesion
GO:0002443	**leukocyte mediated immunity**
GO:0002460	**adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains**
GO:0002250	**adaptive immune response**
GO:1903706	regulation of hemopoiesis
GO:0070371	ERK1 and ERK2 cascade
GO:0002683	**negative regulation of immune system process**
GO:0030593	**neutrophil chemotaxis**
GO:0034341	response to interferon-gamma
GO:0050920	**regulation of chemotaxis**
GO:1990266	**neutrophil migration**
GO:0007159	**leukocyte cell-cell adhesion**
GO:0042060	wound healing
GO:0045088	**regulation of innate immune response**
GO:0070663	**regulation of leukocyte proliferation**
GO:0043410	positive regulation of MAPK cascade
GO:1902105	**regulation of leukocyte differentiation**
GO:0050679	positive regulation of epithelial cell proliferation
GO:0050921	**positive regulation of chemotaxis**
GO:0032944	**regulation of mononuclear cell proliferation**
GO:0070372	regulation of ERK1 and ERK2 cascade
GO:0002690	**positive regulation of leukocyte chemotaxis**
GO:0050670	**regulation of lymphocyte proliferation**
GO:0050730	regulation of peptidyl-tyrosine phosphorylation
GO:0002688	**regulation of leukocyte chemotaxis**

GO analysis using genes with fold change > 3 and pAdjust < 0.01. The 50 most significant GO groups are presented and ordered by significance. GO groups related to angiogenesis are labeled in italics while those related to inflammation are labeled in bold. Note that a group of GO terms related to angiogenesis are highly significant in the comparison of RVO versus controls while the comparison of RVO versus untreated shows almost exclusively GO terms related to inflammation. The first GO group related to hypoxia was found at positions 412 and 468, respectively.

### Time course of gene expression changes

The time course of gene expression from d0 to d8 were investigated by quantitative RT-PCR. A general feature of all kinetics was that RVO and controls ran in parallel. This suggests that the changes in gene expression were related to laser-induced tissue damage and subsequent tissue repair rather than to hypoxia.

The most striking result was the increased expression of genes related to inflammation both in the RVO and the control groups as compared to the untreated group at d0 (Fig 7). Factors like Il1b, Il6, or Egr1 peaked at d1 while others like Ccl2, Tnf, Mmp3, Ppbp (Cxcl7), Igfbp3, or Vim peaked at d2 or d3 indicating a strong inflammatory response. Ccl2 was 290-fold increased while Mmp3 was more than 100-fold increased.

**Fig 7:**
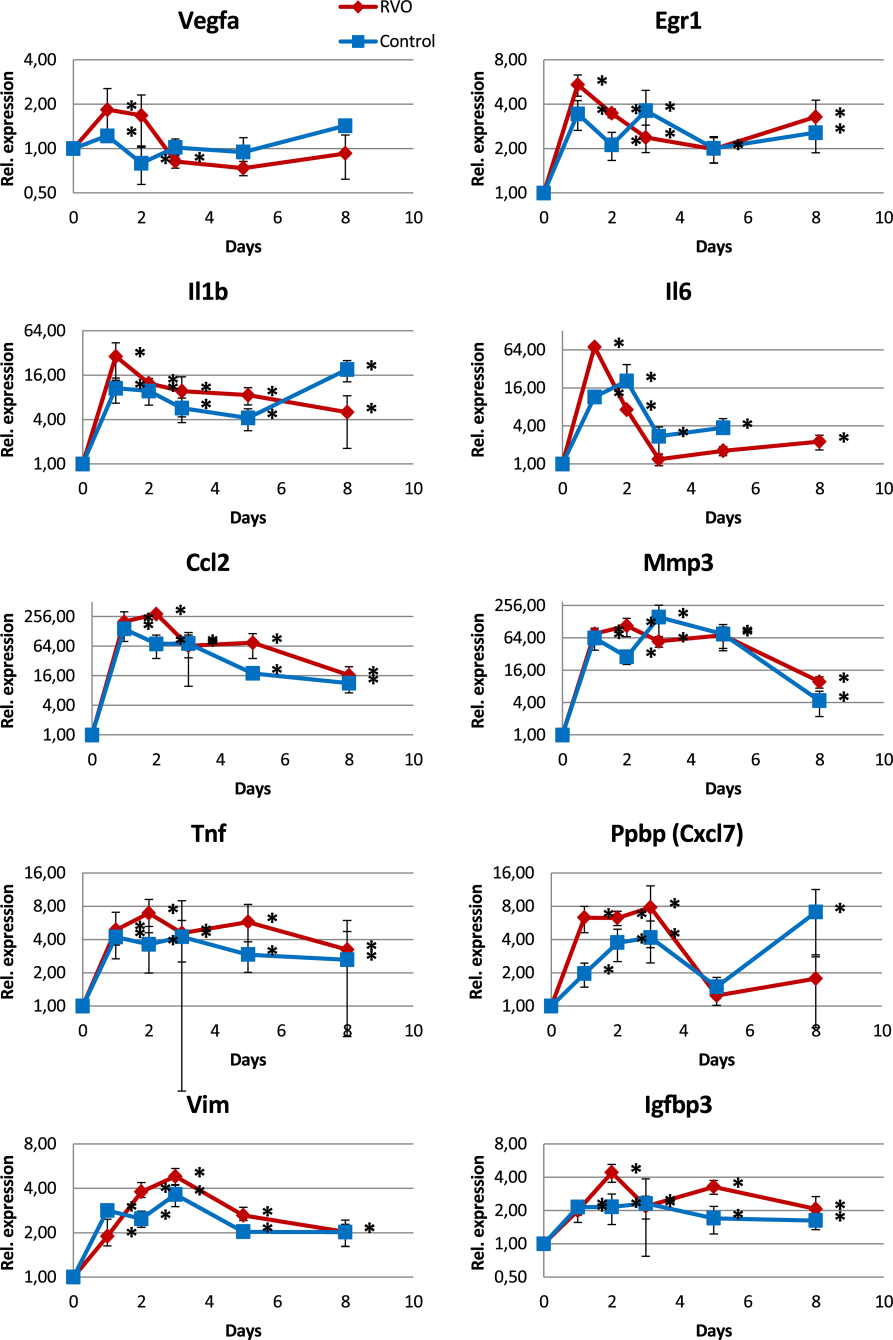
mRNA expression analysis (qPCR) of genes strongly up-regulated in RVO. The first 4 factors had an expression maximum at d1 while the others had a maximum at d2 or d3. All of them are involved in inflammation or responses to stress. Most interestingly, the up-regulation found in RVO was also detected in the controls that were laser-treated between the large vessels. Note the logarithmic expression scale that shows equal distances for factors that are up- or down-regulated. Asterisks at the right of the corresponding data point indicate significant differences as compared to d0. Mice at d0 were not laser-treated.

In contrast, expression of hypoxia-responsive genes was not increased. Factors like Eno1, Mmp9, Glut1, Pfkl, Pgk1, Pkm, Ldha, Met, Tgfb3, Aldoa, Glut3, and Angpt2 that have hypoxia responsive elements within their promoters, as well as Hif1a and Hif2a were up-regulated not more than 2-fold (Figs 8 and 9). Some of them, Aldoa, Glut3, Tgfb3, and Ldha were down-regulated.

**Fig 8:**
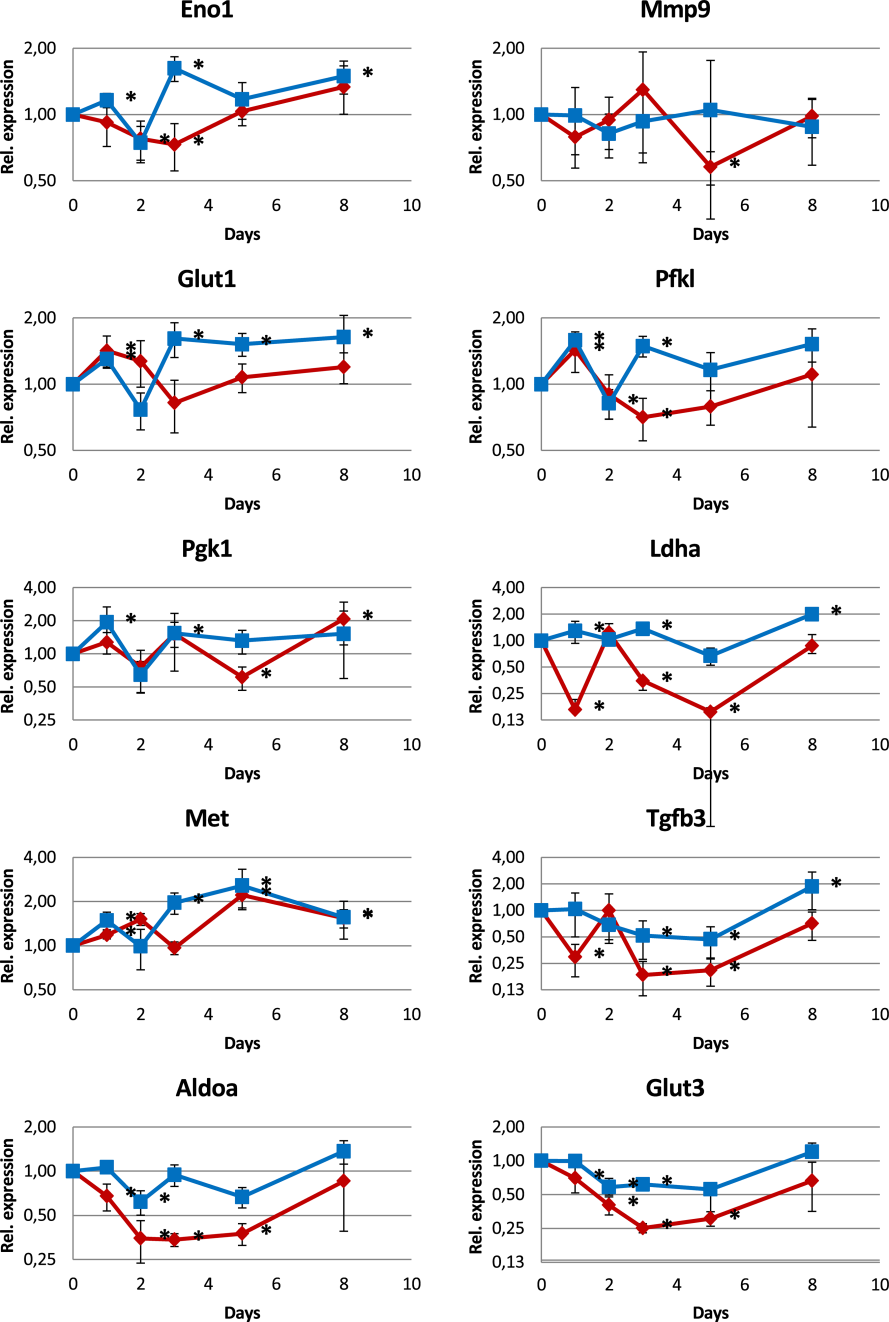
mRNA expression analysis (qPCR) of genes regulated by hypoxia. Most of the genes show only small changes not exceding an up-regulation of a factor of 2 while some show a down-regulation instead.

**Fig 9:**
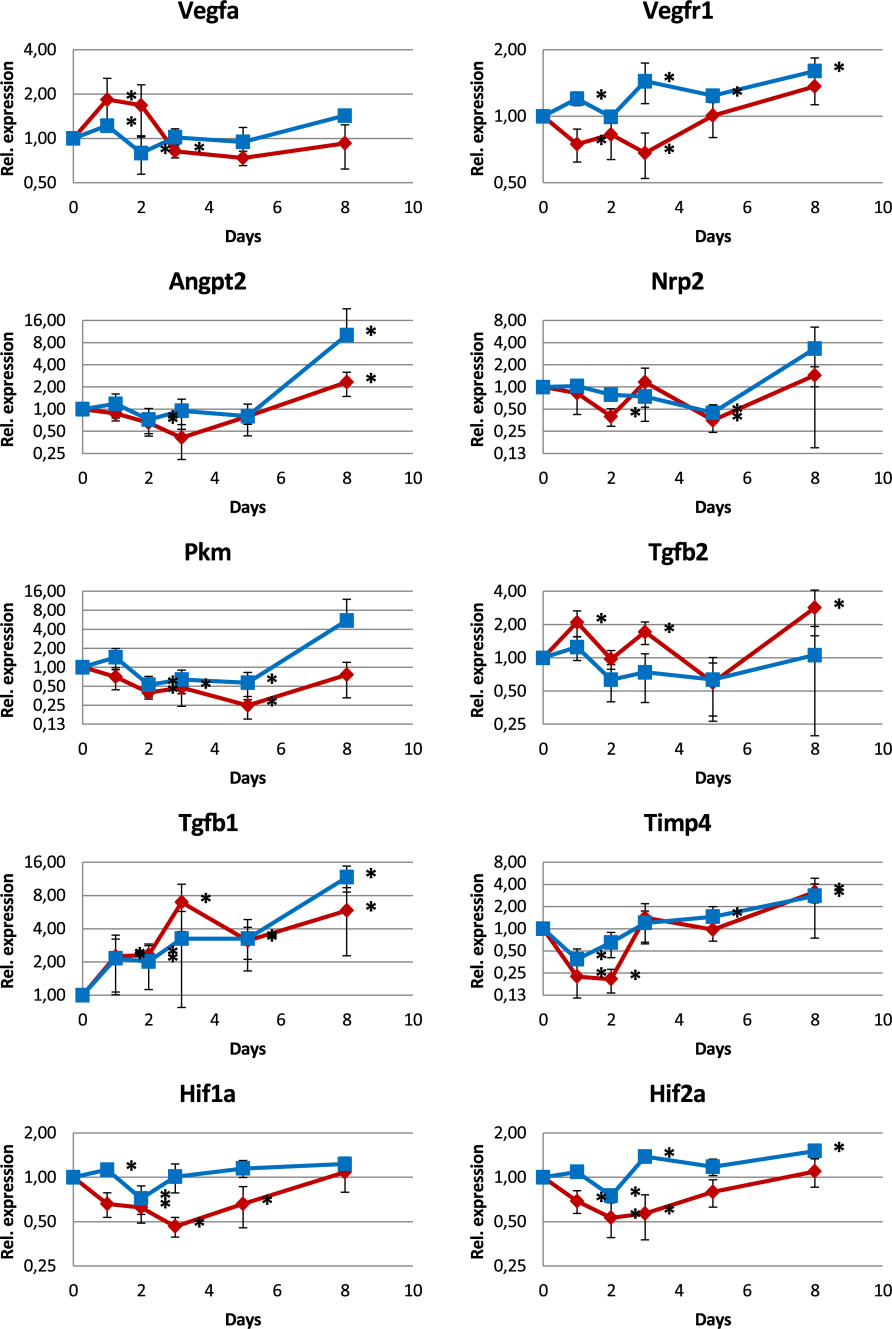
mRNA expression analysis (qPCR) of genes involved in angiogenesis and other processes. The regulation of most of these genes is weak, not exceeding a factor of 2.

Many factors showed an increased expression at d8 which was in contrast to the reduced expression of inflammatory factors at d8. This may indicate reduced inflammation and increased repair of the damaged tissue.

The factors Vegfa, Vegfr1, Angpt2, and Nrp2 are not only hypoxia responsive genes but also angiogenesis factors. Vegfa showed a peak at d1 and d2, however, the peak was small and its physiological relevance is not clear.

## Discussion

Retinal vein occlusion by laser treatment of retinal veins has been described in several species including pig, rabbit, and rat. But there are only few reports in mice.

We used eosin Y as a photosensitizer and subsequent laser treatment to induce RVO in mice. Our finding of persistent hypoxia for up to 5 days after retinal vein occlusion is in line with other reports [19,25]. Nevertheless, expression of genes typically altered in hypoxia were not upregulated in whole retina samples obtained in the hypoxic period (Fig 7). Instead, an intense inflammatory response dominated the gene expression changes. Earlier reports described similar increases of inflammatory factors like Ccl2, Il1b, Il6, and Tgfb1 [18,21,32,33].

This intense inflammatory response corresponds to the large edematous areas found in fundus images as well as in histological sections. Other studies described these areas as hemorrhage and cystoid edema [21] which are useful for investigating inflammatory processes. The laser treatment additionally induced severe damage to the outer retina, the RPE and often to the choroid at the laser site. Similar destructions including damage of the outer retina were reported earlier [20,21].

The large laser damage and the intense inflammatory response might have obscured angiogenesis- or hypoxia-related gene expression changes. While the size of the laser lesion in our study is comparable to the lesion size of studies with larger animal species like rat or pig, the resulting hypoxic area of the occluded vein is much smaller in mice. That means that the ratio of the area of laser damage to the hypoxic area is disadvantageous in mice and the influence of the damage-induced inflammatory response is much greater than in larger animals rendering mice a rather unattractive model for RVO. Indeed, such an intense inflammatory response was not found in proteomic studies of RVO in pig [10,11]. Our observation might have been missed when using untreated controls only and stresses the importance of appropriate control laser treatment groups.

As a consequence, it would be desirable to reduce the laser damage to a minimum. In our experiments, we used a laser radiant flux of 50 mW and a spot size of 50 μm as in similar reports of other groups, and this resulted in an irradiance of 25 MW / m^2^. In the first description of photochemical induction of thrombosis with rose bengal [34], an irradiance of 6.4 kW / m^2^ was applied for 20 min. This irradiance is 4000 times less than ours what may explain the extent of retinal damage. Therefore, less irradiance should be used in further experiments to reduce damage-induced inflammatory response. 735 W / m^2^ were shown to occlude retinal vessels in rat [35], and this light intensity is only slightly above the physiological range [36,37].

In summary, the effect of laser wounding dominates the response in mice while the relation of the size of the laser spot to the whole retina may be more favorable in larger animals like rat or pig. It is therefore essential to include the appropriate laser wounding control when investigating the gene expression profile of laser-induced vascular occlusion models in small animals. Furthermore, conditions would be necessary where the vein occlusion is achieved without direct laser-induced tissue damage.

## Supporting information

S1 Fig Whole series of sections as shown in Fig 5A. (TIF) Click here for additional data file.

S2 Fig Whole series of sections as shown in Fig 5B. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

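RNA was sequenced from 9 samples, each a pool of 6 retinas of mice 12 weeks old: 3 samples of RVO eyes and 3 of control laser-treated eyes at d2, and 3 of untreated eyes. The authors mapped the reads with STAR to the mouse genome with the Gencode vM11 annotation (build GRCm38), counted reads per gene with featureCounts, and deposited these counts for each sample without normalization. The paper does not state how reads matching several genes were handled or whether the strand was used, so values of genes with close paralogs, pseudogenes or overlapping genes are uncertain. The table lists 48679 names, of which 92 are spike-in controls with 0 counts. Of these names, 46366 matched 1 gene of GENCODE vM21, which is on the same build and gave the coordinates. Samples were grouped by their labels and the paper, and the number of columns not used was 0. Counts of Xist were between 15152 and 23461 per sample and those of Y-linked genes were 0 or 1, so all samples were from female mice.

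Total counts are given with the results. The untreated samples had fewer counts than the others, which limits fold changes of genes of low expression against them. Where each sample of a group had at most 3 counts, the fold change was computed against that floor and is a lower bound. Counting error is covered by these bounds, and differences between pools by the replicates.

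The counts were analysed in R 4.3.3 with edgeR 4.0.16. For each pair of groups, genes were filtered with edgeR's filterByExpr, libraries were scaled by TMM factors (1.05 to 1.08 in RVO, 1.02 to 1.05 in control and 0.89 to 0.918 in untreated samples) and the quasi-likelihood test was applied. P-values were adjusted by the Benjamini-Hochberg method, and genes under 0.01 were counted. The biological coefficient of variation was 13.8% for RVO and untreated samples, 7.49% for control and untreated samples and 14.4% for RVO and control samples. DESeq2 1.42.0 was used for sample distances and as an alternative test, with and without shrunken fold changes. Lists of genes were tested with camera (limma 3.58.1), with fry and an estimated correlation beside it. The 27 lists covered the paper's inflammation, hypoxia and angiogenesis qPCR panels, HIF targets, glycolysis, cytokines and chemokines, angiogenesis regulators, gliosis, markers of endothelial, rod, cone, bipolar, amacrine, retinal ganglion, Mueller, microglia, monocyte and macrophage, neutrophil, platelet, erythroid, pigment and lens cells, and genes of the interferon response, the unfolded protein response, NRF2, proliferation and the clock. Permutation tests on samples were exact, and those on genes and matched lists used random draws. The latter treat genes as replicates, so their p-values do not cover differences between pools.

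The lists, most tests and most alternatives were chosen before the data were examined. The tests of HIF targets without Table 2 genes and against endothelial and Mueller cell markers, of dilution by RNA of other cells and of Actb were chosen after the results were seen. The alternatives were other normalizations, other filters on low counts, a fit of all 9 samples, the replicate number as a block, other thresholds and each sample left out in turn. The removal of GC content and length trends, the thinning of libraries to the smallest total and the comparison of qPCR genes relative to Actb were chosen after seeing the data. Genes named are those the paper names in its text or Tables 1 and 2, the 5 with the largest rise and fall per comparison among genes whose groups did not overlap, and members of the lists.

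The procedure was tested on simulated counts of 16661 genes, of which 196 were changed 2-fold or 4-fold. It found 74.0% of these, and 86.7% of those changed 4-fold, with 4 false calls. In simulated groups without a change, 0 of 16651 genes were called. In the simulation with changed genes, 0 of 50 random lists of unchanged genes had a p under 0.05 in camera. Genes were simulated independently of each other, so this does not test lists of genes that vary together. The paper's qPCR, imaging and histology were not analysed here. Gene ontology terms were not used here. The result of 1 gene was left out and is not reported here.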

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

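Tests of the choice of Table 2 genes, of a loss of neurons alone and of dilution by RNA of other cells were chosen after the results were seen. The removal of GC and length trends and the thinning of libraries were also added after the data were seen. The results here lie outside the genes and gene groups that the paper discusses. Of 17 lists outside its topics, 9 had an adjusted p under 0.05 between control and untreated eyes and 11 between RVO and control eyes (camera, Benjamini-Hochberg). Splitting the same samples in other ways also gave lists under this threshold. Of 10 splits, 2 gave as many lists as the real one between RVO and untreated eyes, 3 between control and untreated eyes and 1 between RVO and control eyes, but these splits keep part of the difference between the groups and do not separate it from differences between pools. With a correlation estimated from the data, none of these lists stayed under the threshold between control and untreated eyes or between RVO and control eyes. For HIF targets, 3 of 10 splits gave a p as small.

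Table 2 of the paper lists only genes with higher expression. Genes with lower expression numbered 4037 in RVO and 4045 in control eyes against untreated eyes, and 107 in RVO against control eyes. For genes higher, genes lower and genes over 3-fold changed, 1 of 10 splits, the real one, gave as many in each comparison, and a share under 0.1 cannot be reached with 3 against 3 samples. After thinning all libraries to the smallest total, 8141 genes in RVO and 8035 in control eyes were differentially expressed against untreated eyes. The lower depth of untreated samples alone thus does not account for these. Between RVO and control eyes, a comparison without untreated samples, the number was 862 after thinning and 563 before.

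Markers of inner retinal neurons were lower in RVO than in control eyes, with median log2 fold changes of -1.57 for bipolar, -1.04 for amacrine and -1.30 for retinal ganglion cells. Rod markers (-0.35), cone markers (-0.74) and Mueller cell markers (-0.74) were also lower, the last not with fry (adjusted p = 0.061, Benjamini-Hochberg). Few single genes were differentially expressed and lower: 1 of 12 bipolar, 0 of 10 amacrine, 2 of 12 retinal ganglion cell, 2 of 16 rod, 0 of 11 cone and 0 of 10 Mueller cell markers. When adjusted over each list alone there were 9, 8, 12, 5, 7 and 0, and at an unadjusted p under 0.05 there were 11, 10, 12, 12, 8 and 7. Against untreated eyes, control eyes had lower rod (-0.46), cone (-0.52) and retinal ganglion cell markers (-0.45). For inner neurons, the highest adjusted p in camera (Benjamini-Hochberg) was 7.09e-06 over normalizations, 1.48e-06 with GC and length trends removed, 2e-06 with thinned libraries and 1.23e-05 with any 1 sample left out, which argues against each of these as the whole cause. Random lists matched on the response to control laser treatment rarely fell as far (permutation p = 2e-04, the smallest they can give). Inner neuron markers fell by more than rod and cone markers (difference of medians -0.931, permutation p = 2e-05). Across genes, these values argue against a stronger laser injury of the same kind and against plain dilution. Both p-values treat genes as replicates and leave out differences between pools. With a correlation estimated from the data, camera's adjusted p (Benjamini-Hochberg) was 0.36 for bipolar, amacrine and retinal ganglion cell markers alike. Loss of inner neurons, or lower expression in them, may contribute, and the design does not separate these.

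Endothelial markers rose after control laser treatment (median log2 fold change 0.92) and were lower in RVO than in control eyes (-0.92). The highest adjusted p in camera (Benjamini-Hochberg) was 0.0072 over normalizations, 0.00299 with trends removed, 0.00761 with thinned libraries and 0.0206 without control replicate 2. The fall was beyond that of matched random lists (p = 2e-04) and of rod markers (difference of medians -0.57, permutation p = 0.00111). The fall was not shared by all of these genes. Of 14, 4 were higher and 10 lower in RVO than in control eyes, and 1 was differentially expressed (3 when adjusted over the list alone). With fry the adjusted p was 0.0468 (Benjamini-Hochberg). In RVO against untreated eyes these markers had a median log2 fold change of 0.35, with 9 higher and 5 lower (camera, Benjamini-Hochberg adjusted p = 0.518). The list was thus not found below its level in untreated eyes. A loss of endothelial cells alone would lower all of these markers, so the cause is left open.

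Microglia markers were lower in control than in untreated eyes (-0.29) and in RVO than in control eyes (-0.62). The highest adjusted p was 0.00206 over normalizations, 0.00043 with trends removed, 0.00164 with thinned libraries and 0.00534 with 1 sample left out (camera, Benjamini-Hochberg). With fry it was 0.061 (Benjamini-Hochberg), and 0 of 12 genes were differentially expressed, also when adjusted over the list alone, where 7 had an unadjusted p under 0.05. Microglia markers fell by more than rod markers (difference of medians -0.27, permutation p = 0.0146). Lists matched on the response to control laser treatment and on expression fell as far with a permutation p of 0.0556, so a stronger form of the same injury may account for it.

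Genes of the unfolded protein response, which cells mount when misfolded proteins accumulate, were higher in RVO than in control eyes (1.11), as were targets of NRF2, a regulator of the response to oxidative stress (0.63). For the former, the highest adjusted p was 5.15e-07 over normalizations, 1.97e-06 with trends removed, 1.43e-07 with thinned libraries and 7.38e-07 with 1 sample left out (camera, Benjamini-Hochberg). For the latter these values were 3.93e-05, 5.91e-05, 4.28e-05 and 0.000122. Of the former, 1 of 13 genes was differentially expressed (12 when adjusted over the list alone), and of the latter 2 of 12 (8 when adjusted over the list alone). Both rose beyond matched random lists (permutation p = 2e-04 and p = 4e-04). A stress response to ischemia is a hypothesis that these tests leave open. Erythroid markers (1.72) were also higher in RVO, with summed counts of 196.6, 49.69 and 79.23 CPM in the RVO samples against 29.63 ± 1.37 CPM in control eyes (SD, n = 3). With fry the adjusted p was 0.128 (Benjamini-Hochberg), and 0 of 5 genes were differentially expressed, where 4 had an unadjusted p under 0.05. Blood left in occluded vessels was not tested.

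Lens markers were far higher in control than in untreated eyes (5.97, or 5.865 with lower bounds). Their level differed widely between samples, with summed crystallin counts of 239.6, 7882 and 716.4 CPM in RVO, 3812, 549.4 and 281.4 CPM in control and 22.9, 33.55 and 5.79 CPM in untreated samples. Across the 6 laser-treated samples they rose together with genes of lens fibre membranes and filaments (Pearson r = 0.997, exact permutation p = 0.00278, Spearman rho = 0.943, exact p = 0.0167, r = 0.987 without the 2 farthest samples). In laser-treated against untreated samples, the latter genes rose by a median log2 fold change of 4.17 (4.174), which argues against crystallin expression of the retina itself as the whole cause. Lens tissue in the samples is a candidate source. The adjusted p in camera (Benjamini-Hochberg) was 0.000383 in control against untreated eyes and 0.0318 in RVO against untreated eyes, but 0.0582 and 0.093 with fry. In RVO against untreated eyes, where it was highest, it was at most 0.0131 with trends removed, 0.0334 with thinned libraries and 0.0327 with 1 sample left out, but 0.14 with scaling by library size only. Medians of both comparisons stayed between 5.96 and 7.18 over normalizations. Crystallin genes have close paralogs, so counts of single genes are uncertain.

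Interferon response genes (3.05, or 2.69 with lower bounds), platelet markers (1.77) and proliferation genes (0.93) were higher in control than in untreated eyes. For platelet markers the adjusted p was 0.0414, but 0.114 without their gene of Table 2 (camera, Benjamini-Hochberg). In RVO against untreated eyes it went from 0.034 to 0.19 in the same way. For interferon response genes over both comparisons against untreated eyes, the highest adjusted p was 9.09e-09 over normalizations, 1.44e-12 with trends removed, 2.15e-09 with thinned libraries and 1.67e-09 with 1 sample left out (camera, Benjamini-Hochberg). An interferon response to laser injury is consistent with these values and was not tested further.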

How the results depend on the processing

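No test here was chosen after the result was seen, but the removal of GC content and transcript length trends and the thinning of libraries were chosen after seeing the data. The cause was not tested for any change given here.

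Of counts against untreated eyes, those of genes higher and lower in RVO stayed within 1.5 times their value under every alternative. For genes with fold over 3, RVO versus untreated, the count was 760 with at least 10 counts in every sample and 446 in the test against a fold of 3. For genes higher, control versus untreated, it was 2670 with trends removed, and for genes lower, control versus untreated, 2484 with scaling by library size only, where 81.5% of the differentially expressed genes were shared. For genes with fold over 3, control versus untreated, the count was 390 with shrunken fold changes of DESeq2, 313 with at least 10 counts in every sample and 152 in the test against a fold of 3. With shrunken fold changes, the value of largest fold, control versus untreated, was 39.45. Of the differentially expressed genes, 64.3% in RVO and 54.6% in control eyes against untreated eyes were shared with the fit after removal of the trends.

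For genes higher, RVO versus control, and genes lower, RVO versus control, the counts were 1877 and 2161 with DESeq2's Wald test, 1880 and 2161 with shrunken fold changes, 690 and 202 with scaling by library size only, 1569 and 1740 without a filter on low counts, 1832 and 2021 with all 9 samples in one fit, and 2956 and 2880 at an adjusted p under 0.05. With upper quartile scaling 50 were lower, with trends removed 463 and with thinned libraries 274. For genes with fold over 3, RVO versus control, it was 208 with the Wald test, 224 without a filter, 198 with all 9 samples, 227 at an adjusted p under 0.05 and 0 in the test against a fold of 3, with 137 at an unadjusted p under 0.05. With shrunken fold changes, the value of largest fold, RVO versus control, was 8.358. Higher genes were 46.5% of those found with the Wald test, 59.0% with trends removed and 68.2% with thinned libraries, against 81.0% in the edgeR fit.

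RVO and control samples share replicate numbers. With the replicate number as a block, 0 genes were higher, lower or over 3-fold higher between RVO and control eyes, with 7227 at an unadjusted p under 0.05. The deviations of same-numbered samples from their group means correlated with -0.126, -0.143 and 0.0749 across genes. Those of samples with different numbers correlated with between -0.2 and 0.216. This gave no sign that the numbers pair the samples. It cannot exclude pairing, since differences between pools of mice may be small beside those between eyes, and the paper does not state it.

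With each sample left out in turn, the ranges were 3298 to 5436 for genes higher, RVO versus untreated, 2710 to 5055 for genes lower, RVO versus untreated, 1204 to 1499 for genes with fold over 3, RVO versus untreated, and 220.8 to 1840 for largest fold, RVO versus untreated. They were 3491 to 4093 for genes higher, control versus untreated, 3424 to 4022 for genes lower, control versus untreated, 562 to 686 for genes with fold over 3, control versus untreated, and 121 to 758.9 for largest fold, control versus untreated. They were 0 to 2942 for genes higher, RVO versus control, 0 to 3315 for genes lower, RVO versus control, 0 to 330 for genes with fold over 3, RVO versus control, and 4.097 to 20.46 for largest fold, RVO versus control, the last over the 3 fits with such genes. The unadjusted counts beside 0 are given with the genes that differed between these groups. Ranges were 80.52 to 88.86 for mean distance, RVO to untreated, 54.42 to 57.18 for mean distance, control to untreated, and 46.95 to 57.96 for mean distance, RVO to control.

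Distances depend on the scale of the transformed values. In the order of mean distance, RVO to untreated, mean distance, control to untreated, and mean distance, RVO to control, they were 135, 95.74 and 82.06 with the variance stabilizing transformation, 180.1, 135.6 and 112.7 with log2 CPM, and 45.9, 28.48 and 23.85 over the 500 genes with the largest variance.

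With a correlation estimated from the data, camera's adjusted p (Benjamini-Hochberg) for RVO against untreated, control against untreated and RVO against control eyes was 0.314, 0.343 and 0.36 for cytokines and chemokines and 0.296 each for angiogenesis regulators. For HIF targets it was 0.458 in RVO against untreated and 0.346 in RVO against control eyes, and for the hypoxia panel 0.36 in both. With trends removed, the hypoxia panel had 0.148 in RVO against untreated eyes. For gene list qPCR hypoxia panel, RVO versus control, it was 0.0548 with trends removed and 0.0513 with at least 10 counts in every sample. Between control and untreated eyes the panel had 0.00371 with fry and 0.023 without a filter. With each sample left out, the panel ranged from 0.0062 to 0.0659 in RVO against untreated and from 0.00691 to 0.212 in RVO against control eyes.

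Some lists changed direction. With scaling by library size only, control against untreated eyes, the adjusted p in camera (Benjamini-Hochberg) was 0.685 for the angiogenesis and other panel, 0.78 for HIF targets, 0.368 for bipolar cell, 0.637 for Mueller cell and 0.756 for clock genes. Erythroid markers had 0.211 with trends removed, and platelet markers in RVO against untreated eyes had 0.434 with at least 10 counts in every sample. With each sample left out, the angiogenesis and other panel ranged from 0.267 to 0.628 in RVO against untreated eyes, reversed without RVO replicate 2 or untreated replicate 3 (0.428), and from 0.246 to 0.707 in RVO against control eyes, reversed without RVO replicate 3 (0.331). Lens markers ranged from 0.0386 to 0.963 in RVO against control eyes, reversed without RVO replicate 2 (0.518).

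Some genes changed direction. With trends removed, log2 fold changes against untreated eyes were -0.36 for Pkm and -0.12 for Aldoa in RVO and -0.51 and -0.23 in control eyes. With scaling by library size only, the log2 fold change of Angpt2, RVO versus untreated, was 0.0122 and the log2 fold change of Epas1, RVO versus untreated, was 0.0198, and in control eyes they were 0.11 for Vegfa, 0.0468 for Tgfb3 and 0.14 for Epas1. With each sample left out, the log2 fold change of Vegfa, control versus untreated, ranged from -0.173 to 0.0402, the log2 fold change of Pkm, control versus untreated, from -0.00362 to 0.134 and the log2 fold change of Epas1, control versus untreated, from -0.0544 to 0.0063. In RVO against control eyes, Crygc ranged from -0.90 to 2.59, Crygb from -1.03 to 2.46, Crybb2 from -1.63 to 2.81, Angpt2 from -0.20 to 0.24 and Gm23935 from -0.22 to 0.34. Crystallins were reversed without RVO replicate 2, and Gm23935 also without control replicate 1 (-0.11).

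Of the other results for lists, fry gave 13 stronger and 6 weaker, the estimated correlation 57 weaker, and leaving out samples 11 stronger and 11 weaker. For named genes, leaving out samples gave 24 stronger and 96 weaker, DESeq2's Wald test 17 stronger and 1 weaker, and the removal of trends 10 stronger and 5 weaker. These counts include those given above.

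The median absolute log2 difference from the paper's normalized counts of Table 2 genes was 0.0802, and 0.0421 with DESeq2 size factors and 0.0761 after equalizing library sizes. Matched on the response to control laser treatment alone, random lists gave a permutation p of 0.0846 for rod markers and 0.152 for clock genes, which were 0.0316 and 0.0492 before, and 0.0194 for microglia markers.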

Differences from the paper's values

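The removal of GC and length trends, the thinning of libraries and the division by Actb were chosen after the values were seen, and the other alternatives before. The paper's methods name DESeq2, whose version then gave shrunken fold changes by default. With shrunken fold changes of DESeq2, 49 of 49 folds of Table 2 tested between RVO and control eyes and 50 of 50 between RVO and untreated eyes lay within 5% of the paper's. A gap was counted as closed when the value here no longer differed from the paper's beyond a fixed limit. Values of a closed gap need not be equal. Unless named here, none of the other alternatives closed a gap.

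For the largest fold change, the paper gives 175 between RVO and untreated eyes, against 422.3 here, and 8 between RVO and control eyes, against 12.06. With shrunken fold changes these were 175.7 and 8.358. The former gap was also closed with at least 10 counts in every sample and without untreated replicate 3. The latter was also counted as closed with RLE size factors, upper quartile scaling, at least 10 counts in every sample and without RVO replicate 1. Thinned libraries, chosen after seeing the values, closed it too. With RLE size factors and upper quartile scaling, the median log2 fold change of all genes shifted by only -0.0168 and -0.0179. A fold within the limit does not show that these settings gave the paper's value.

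Of 49 folds of Table 2 tested in RVO against control eyes, all 49 lay above the paper's, with a median ratio of 1.22. Only 7 of them were counted as differing. Derl3 (3.88 in the paper, 10.78 here) and Fam83g (3.86 and 7.091) were not among these 7. As fold change of Table 2 in this comparison, the paper gives 7.31 for Csn3 against 12.06 here and 3.89 for Hmox1 against 8.484. It gives 3.87 for H2-T-ps against 6.945, 3.73 for Gm6634 against 9.561 and 3.65 for Gm44658 against 6.716. For Siglec15 it gives 5 and for Tarm1 4.1, where the values here are at least 10.55-fold higher and at least 7.692-fold higher. With shrunken fold changes of DESeq2 these were 7.309, 3.889, 3.873, 3.746, 3.652, 5.001 and 4.105. The gap was also closed for Csn3 without RVO replicate 1, control replicate 1 or control replicate 3, for Hmox1 without control replicate 3, for H2-T-ps with the replicate block and without RVO replicate 1 or control replicate 1, for Gm6634 without RVO replicate 1 or control replicate 1, and for Gm44658 without control replicate 1. Thinned libraries for Csn3 and the removal of GC and length trends for H2-T-ps, both chosen after seeing the values, closed it too.

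As fold change of Table 2 in RVO against untreated eyes, the paper gives 175.64 for Bcl3 against 279.9 here, 52.22 for Gm23935 against 97.98 and 37.56 for Hmga2 against 94.57. For Slfn4 it gives 33.23, where the value here is at least 53.58-fold higher. With shrunken fold changes these were 175.7, which is also the largest fold change under that setting, 52.24, 37.57 and 33.24. The gap was also closed for Bcl3 without RVO replicate 1 or untreated replicate 3, for Gm23935 without RVO replicate 2, untreated replicate 1 or untreated replicate 2, and for Hmga2 with all 9 samples in one fit, with the replicate block and without RVO replicate 1 or 3 or untreated replicate 1 or 3. The removal of trends for Bcl3 and Gm23935 and thinned libraries for Hmga2, chosen after seeing the values, closed it too.

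By qPCR at d2, the paper's folds in RVO against untreated eyes, read by eye, were about 0.77 for Eno1, about 0.95 for Mmp9, about 1.3 for Slc2a1, about 0.92 for Pfkl, about 0.75 for Pgk1, about 0.35 for Aldoa and about 0.41 for Slc2a3 in Fig 8, and about 0.4 for Pkm and about 0.54 for Epas1 in Fig 9. By RNAseq the folds here were 2.277, 2.288, 2.717, 2.152, 3.814, 1.498, 1.052, 1.213 and 0.8753. None of the alternatives set before the data were examined closed these gaps. For Epas1, the removal of GC and length trends, chosen after seeing the values, did. Dividing by the change of Actb, also chosen after seeing the values, gave 0.7955 for Eno1, 0.7994 for Mmp9, 0.9494 for Slc2a1, 0.7521 for Pfkl, 0.5233 for Aldoa, 0.3677 for Slc2a3 and 0.4237 for Pkm, which closed these gaps, but 1.333 for Pgk1 and 0.3058 for Epas1, which did not. It opened gaps in the fold change by qPCR at d2 for Ldha, Met, Tgfb3, Angpt2 and Hif1a. Values of the closed gaps could still differ. Aldoa had 0.5233 against about 0.35. Slc2a1 was lower in RVO relative to Actb, at 0.9494, but higher by qPCR, at about 1.3.

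The paper counts all genes of Table 2 as significant, but 12 of those compared between RVO and control eyes had an adjusted p over 0.01 in edgeR and 1 was not tested. With DESeq2's Wald test and with its shrunken fold changes, all 13 were under that threshold. For its whole qPCR time course, the paper states that hypoxia-responsive genes were not increased and that Aldoa, Slc2a3, Tgfb3 and Ldha fell. At d2 alone, the qPCR folds read by eye in RVO were about 1.2 for Ldha and about 1 for Tgfb3. Neither was counted as differing from RNAseq. By RNAseq at d2 in RVO against untreated eyes, Slc2a1 was 2.717-fold, Pgk1 3.814-fold, Ldha 1.618-fold and Aldoa 1.498-fold higher. Slc2a3 changed little by RNAseq, and Tgfb3 and Hif1a were lower.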

Other observations

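The tests of HIF targets without Table 2 genes and against endothelial and Mueller cell markers, and that of Actb, were chosen after the results were seen. For HIF targets in RVO against control eyes, the highest adjusted p in camera (Benjamini-Hochberg) was 3.06e-11 over normalizations, 4.61e-11 with GC and length trends removed, 4.56e-11 with thinned libraries and 6.08e-06 without RVO replicate 2. Without the genes of Table 2 it was 2.33e-06. Random lists matched on the response to control laser treatment did not rise as far (p = 2e-04, the smallest they can give), and the median of HIF targets exceeded that of endothelial and Mueller cell markers by 1.39 (permutation p = 1e-05, the smallest it can give). The matched lists argue against a stronger laser injury of the same kind, but treat genes as replicates and leave out differences between pools. The comparison of medians cannot decide on a loss of neurons alone. Endothelial (-0.92) and Mueller cell markers (-0.74), its reference, were themselves lower in RVO than in control eyes. A response to hypoxia remains a hypothesis, since 3 of 10 splits of the samples gave a camera p as small. The other splits keep part of the difference between the groups.

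The paper measured expression by qPCR, and its primer table includes Actb, which may have served as the reference but is not named as such. By RNAseq, Actb rose by 1.52 on the log2 scale in RVO and by 0.79 in control eyes against untreated eyes. Over 22 genes measured by both, RNAseq values lay above the paper's qPCR values by a median of 1.01 in RVO and 0.624 in control eyes on the log2 scale. Relative to Actb, 16 of 22 genes had the same direction as by qPCR in RVO, against 12 relative to library size, and 18 against 11 in control eyes. The offset in RVO lay 0.503 below the rise of Actb, more than the limit of 0.5 set for the test, and that in control eyes differed from it by -0.165, within the limit. Actb as reference would thus give a larger offset in RVO than the 1.01 found. It may explain the direction of the offset, but by this limit not its size in RVO. Actb has processed pseudogenes, so its counts are uncertain.

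Transcripts of mitochondrial genes coding for proteins made up 2.23 ± 0.696% of counts in RVO (SD, n = 3), 3.32 ± 0.268% in control and 8.24 ± 1.07% in untreated eyes. Rod markers made up 6.47 ± 0.152%, 8.09 ± 0.699% and 9.68 ± 0.21%. For each pair of groups the samples did not overlap (exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow).

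Between RVO and control eyes, adjusted p-values over 0.05 in camera (Benjamini-Hochberg) were also found for pigment cell markers (median log2 fold change 0.51, adjusted p = 0.133), platelet markers (0.27, adjusted p = 0.19), lens markers (1.16, adjusted p = 0.536), interferon response genes (0.51, adjusted p = 0.162), proliferation genes (0.28, adjusted p = 0.12) and clock genes (-0.22, adjusted p = 0.0719). Without RVO replicate 2 the median of lens markers was reversed, and without RVO replicate 1 or control replicate 1 their adjusted p was 0.0386 or 0.0465 (camera, Benjamini-Hochberg). The median of gliosis genes was 0.77, with 14 of 15 genes higher, that of monocyte and macrophage markers 1.17 and that of neutrophil markers 2.05.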
